# Genome-Wide Analysis of Light- and Temperature-Entrained Circadian Transcripts in *Caenorhabditis elegans*

**DOI:** 10.1371/journal.pbio.1000503

**Published:** 2010-10-12

**Authors:** Alexander M. van der Linden, Matthew Beverly, Sebastian Kadener, Joseph Rodriguez, Sara Wasserman, Michael Rosbash, Piali Sengupta

## Abstract

Most organisms have an endogenous circadian clock that is synchronized to environmental signals such as light and temperature. Although circadian rhythms have been described in the nematode *Caenorhabditis elegans* at the behavioral level, these rhythms appear to be relatively non-robust. Moreover, in contrast to other animal models, no circadian transcriptional rhythms have been identified. Thus, whether this organism contains a bona fide circadian clock remains an open question. Here we use genome-wide expression profiling experiments to identify light- and temperature-entrained oscillating transcripts in *C. elegans*. These transcripts exhibit rhythmic expression with temperature-compensated 24-h periods. In addition, their expression is sustained under constant conditions, suggesting that they are under circadian regulation. Light and temperature cycles strongly drive gene expression and appear to entrain largely nonoverlapping gene sets. We show that mutations in a cyclic nucleotide-gated channel required for sensory transduction abolish both light- and temperature-entrained gene expression, implying that environmental cues act cell nonautonomously to entrain circadian rhythms. Together, these findings demonstrate circadian-regulated transcriptional rhythms in *C. elegans* and suggest that further analyses in this organism will provide new information about the evolution and function of this biological clock.

## Abstract 2

Transcriptional profiling experiments identify light- and temperature-entrained circadian transcripts in *C. elegans*.

## Author Summary

Daily (circadian) rhythms in behavior and physiology allow organisms to adapt to periodic cues such as light and temperature associated with the rotation of the earth. Subsets of molecular components of the internal clock that drive these rhythms, as well as effector genes for behavioral outputs, also exhibit rhythmic expression in many organisms. While circadian rhythms in behavior have previously been described in the nematode *Caenorhabditis elegans*, no transcriptional rhythms or clock genes have been identified, leaving open the question of the nature of the clock in this organism. Here, we identify light- and temperature-entrained cycling genes in *C. elegans* via genome-wide transcriptional profiling. Transcripts showing circadian regulation (including expression with a 24-h period maintained upon removal of the entraining stimulus) and temperature compensation were identified. Light and temperature appear to entrain independent sets of genes. We also identify large sets of light- or temperature-driven genes. Mutations in a channel gene previously implicated in sensory transduction in a small set of sensory neurons abolish entrainment of gene expression by environmental signals. This work demonstrates the presence of circadian transcriptional rhythms in *C. elegans*, and provides the foundation for future investigations into the underlying mechanisms.

## Introduction

Organisms exhibit daily (circadian) rhythms in behavior and physiology that are attuned to the earth's rotational period. The periods of these intrinsic rhythms are approximately 24 h and are synchronized by external cues or zeitgebers (time givers) such as light and temperature. The molecular composition and regulation of endogenous pacemakers that generate circadian rhythms have been extensively investigated. Both the molecules composing the core clock and the molecular mechanisms of clock function are remarkably divergent across kingdoms, as well as between eukaryotes and prokaryotes, suggesting multiple, independent evolutionary origins for the circadian clock [1]–[6]. However, genes and pathways by which circadian oscillatory rhythms are generated in animals such as *Drosophila* and mammals are strongly conserved [5],[7],[8], implying a single origin of the clock in the metazoan lineage [2]. Thus, it is of interest to identify and characterize the circadian clock in additional animals.

The nematode *Caenorhabditis elegans* is well established as an excellent model organism for the study of development and behavior [9]–[12]. In their soil habitat, worms are subjected to temperature fluctuations corresponding to solar irradiance during the day–night cycles [13],[14]. Moreover, when associated with surface-dwelling animals [15], *C. elegans* is likely to be exposed to daily light–dark cycles. Several studies have previously reported the presence of circadian rhythms in *C. elegans*. In these studies, growth-synchronized populations were entrained to light or temperature cycles, and circadian rhythms in behaviors such as locomotion or responses to osmotic stress were quantified [16]–[20]. Although these experiments demonstrated the presence of rhythms with characteristics of true circadian oscillations, these rhythms were surprisingly variable and non-robust [19]. In addition, while the *C. elegans* genome is predicted to encode homologs of most *Drosophila* and mammalian core clock components, the roles of these genes appear to be largely restricted to development [21]. Thus, whether *C. elegans* exhibits bona fide circadian rhythms remains unclear.

Circadian rhythmicity in behavior and physiology has been proposed to be driven by clock-regulated oscillations in transcription and translation, and/or via post-transcriptional or post-translational modifications [22]–[32]. The expression of core clock genes such as *per* (*period*) and *tim* (*timeless*) as well as many clock output genes cycles at the transcriptional level in a circadian manner in *Drosophila* [23],[24]. Expression profiling experiments have, therefore, provided a powerful approach to identify clock genes as well as clock output genes under circadian transcriptional control [33]–[41]. Since expression profiling is not biased by prior assumptions regarding a specific behavioral or physiological output, transcriptional rhythms may be a robust measure of the presence of a molecular circadian clock.

Here we identify light- and temperature-regulated transcriptional rhythms in *C. elegans* and show that subsets of these transcripts are regulated in a circadian manner. We find that light and temperature also globally drive the expression of many genes, indicating that *C. elegans* exhibits systemic responses to these stimuli. Light- and temperature-entrained transcripts appear to be largely nonoverlapping. We show that conserved clock gene homologs do not exhibit circadian rhythmicity at the mRNA level. We also find that the TAX-2 cyclic nucleotide-gated channel subunit, previously implicated in thermosensory signal transduction and phototransduction [42]–[44] is required to transduce both light and temperature information to the clock(s). These results demonstrate that *C. elegans* has circadian clock(s) that are entrained by light and temperature, and indicate that this model organism can be used to further explore the evolution and function of this critical timekeeping mechanism.

## Results

### Identification of Cycling Transcripts Entrained by Light and Temperature

To determine whether cycling transcripts can be identified in *C. elegans* following entrainment to either light–dark or temperature cycles, we performed a genome-wide expression profiling analysis. Growth-synchronized populations of wild-type L1 larvae were entrained until adulthood to either 12 h∶12 h light/dark (LD) cycles at a constant temperature of 18°C, or to 25°C∶15°C (warm/cold [WC]) temperature cycles in constant darkness (DD) (Figure 1A). Following entrainment, animals were maintained under free-running conditions of DD or at a constant temperature of 15°C (constant cold [CC]) (Figure 1A). To exclude non-entrained transcripts present in the embryos of self-fertilizing *C. elegans* hermaphrodites, L4 larvae and adults were grown on plates containing 5-fluoro-2-deoxyuridine (FUDR), which inhibits DNA synthesis and results in embryonic lethality [45]. RNA was collected every 4 h during the last 24 h of entrainment as well as during the first 24 h of free-running conditions (Figure 1A) and hybridized to Affymetrix *C. elegans* Genome Arrays containing 22,500 probe sets representing more than 19,000 predicted *C. elegans* genes.

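The deposited data of the light and temperature experiments are 95 arrays. They hold 18 arrays of the LD day (series 3, 4 and 6), 18 of the DD day (series 2, 4 and 6), 30 of the WC day (series 1, 2, 3, 4 and 6) and 18 of the CC day (series 3, 4 and 6). A further 11 arrays come from animals kept in DD without entrainment (series 4 and 6, with hour 6 of series 6 not among them) and serve as controls. Each series has 6 time points, at hours 2, 6, 10, 14, 18 and 22 counted from lights on or from the start of the warm phase, and free-running days are given on the same scale. By the sample labels, 5 of the arrays (2 LD and 3 CC) each stand for a pool of 2 biological replicates. The authors derived log2 expression values with GCRMA in R 2.7.1, took each value relative to the mean of its series, and set the mean of each array to 0 and its variance to 1. The deposited unit is therefore a score, from which neither expression levels nor fold changes can be had. Of the 22625 probe sets, 77 array controls were left out, and 1 score is missing (*glt-1*, WC series 1, hour 2).

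From there, limma 3.58.1 fitted each condition with the time series as a term, and tested a 24-h cosine and sine (the 24-h test) and the mean of hours 2, 6 and 10 minus the mean of hours 14, 18 and 22 (the light-minus-dark or warm-minus-cold difference). Differences of rhythm between conditions were tested in joint fits. The paper's methods describe 2 populations kept under opposing cycles in separate incubators. Hours 2, 6 and 10 of a series may therefore come from other animals than hours 14, 18 and 22, which the labels do not state. The fits have no term for the population, so their SE and p do not measure the spread between populations. Calls are made at a Benjamini-Hochberg adjusted p under 0.05, and amplitudes are peak to mean, in score units. The study's own procedure was also run on the scores: a prescreen p under 0.05, a pF24 under 0.02 from 10000 permutations, the AC24 average and, for light, the AC24 control. Since the paper's filter on low signal cannot be applied to scores, probe sets that stay within 0.1 (root mean square) of the score shared by an array's undetected probe sets were left out. That kept 15989 probe sets in LD, 16406 in DD, 17342 in WC, 16470 in CC and 16579 in the controls. This filter was chosen after the counts without a filter, and their distance from the paper's counts, had been seen.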

**Figure 1:**
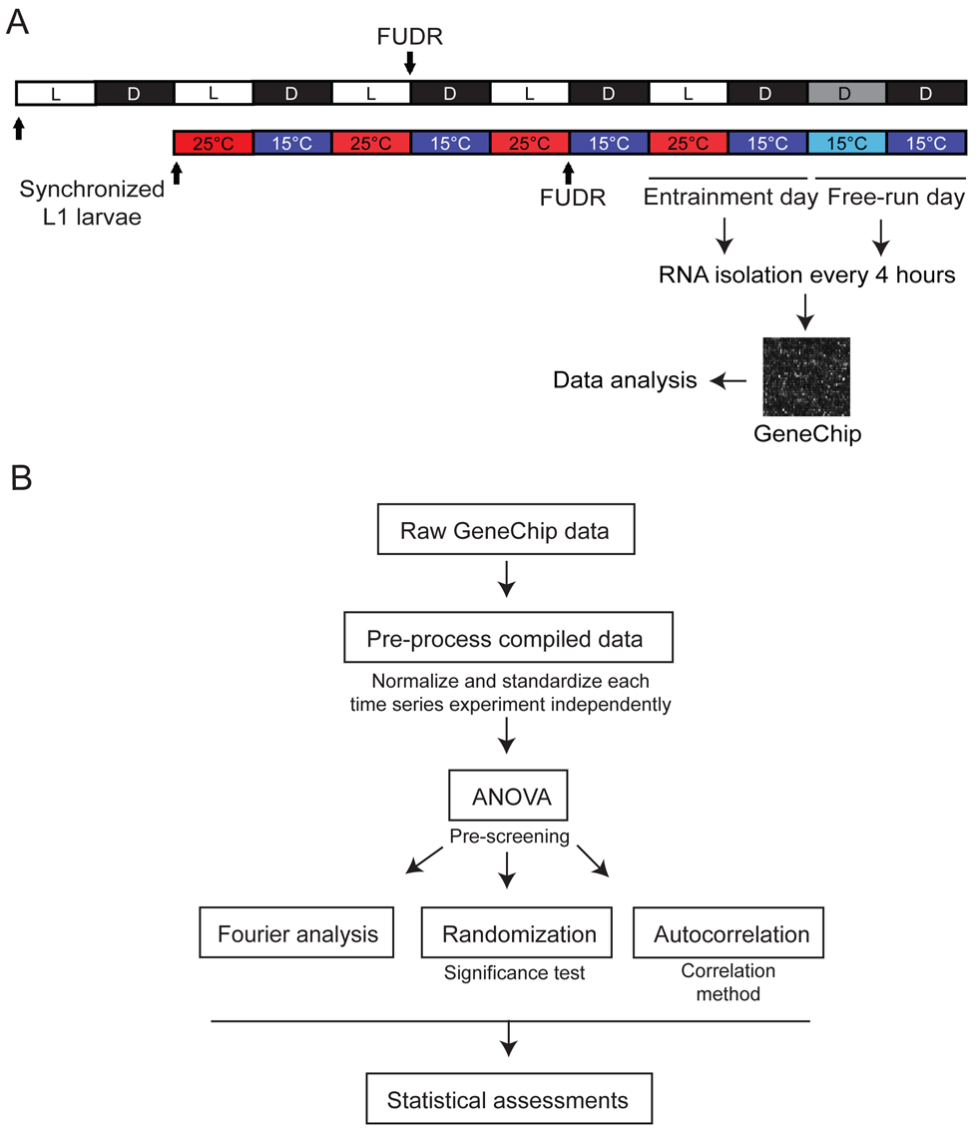
Method for RNA collection and analysis flowchart for detection of cycling transcripts. (A) Populations of growth-synchronized wild-type L1 larvae were entrained for 5 d until adulthood to 12 h∶12 h LD cycles (500–1,000 lux) at a constant temperature of 18°C, or for 4 d to 12 h∶12 h temperature cycles (25°∶15°C [WC]) in DD. RNA was collected every 4 h during the last entrainment and the subsequent free-running days and analyzed via hybridization of Affymetrix GeneChips (see Materials and Methods). L4 larvae were transferred to FUDR-containing plates to inhibit embryonic development. (B) Normalized and standardized expression values from each independent time series experiment were prescreened with ANOVA to identify transcripts that exhibit statistically significant changes in expression over time. Appended datasets from each independent time series experiment were then examined to identify the 24-h spectral power (*F*_24_) score of each transcript [87], and the significance was calculated via comparison with a randomly permuted dataset. The 24-h autocorrelation (AC_24_ score) between time points that were 24 h apart was determined by fitting the six time points collected during the entrainment day to the six time points collected during the free-running day. See Materials and Methods for additional details.

To identify putative circadian oscillatory transcripts with high confidence, we performed a series of data analyses based on the initial assumption that these rhythms exhibit approximately 24-h periodicity (Figure 1B and Table S1; see Materials and Methods). These algorithms identify cycling transcripts based on consonances in their periods and phases while minimizing the contribution of experimental variations in oscillation amplitude [46]. Similar methods were used in a meta-analysis of circadian expression profiling data from *Drosophila* to identify a set of light- and temperature-entrained circadian transcripts [41],[47]. To validate the algorithms and filters applied by us, we reanalyzed a LD dataset from *Drosophila* (S. K. and M. R., unpublished data) and successfully identified all major core clock genes including *per*, *clk*, *tim*, *cry*, and *vri*, whose expression is known to cycle under these conditions (data not shown). These analyses allowed us to identify transcripts that cycle with a 24-h period in both the light- and temperature-regulated datasets, subsets of which continued to cycle under constant conditions (see below).

### Transcription Rhythms Are Driven, Entrained, and Enriched for 24-h Periods

Entrainment via light or temperature cycles may drive as well as entrain transcriptional rhythms [47]. Stimulus-driven but clock-independent transcripts are expected to cycle during entrainment but not during free-running conditions, as observed in the first category of cycling transcripts (LD only or WC only) (Figures 2A and 3A). The second category included transcripts that cycled during both entrainment and free-running conditions (LD/DD or WC/CC) (Figures 2B and 3B), suggesting that expression of these genes may be under circadian control [47]. 

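Over the LD and DD days together, 161 probe sets passed the study's procedure. They include *unc-54*, the myosin heavy chain of body wall muscle (F24 0.433, peak at 5.56 h), the glutamate transporter gene *glt-1* (0.502, 4.94 h), the nuclear hormone receptor gene *nhr-98* (0.391, 5.03 h) and *cpg-2*, which encodes an eggshell proteoglycan and peaked in the dark phase (0.247, 18.0 h). Over the WC and CC days, 96 probe sets passed. Among these, the cuticle collagen gene *dpy-2* peaked early in the warm phase (F24 0.490, 3.95 h), whereas the F-box gene *fbxa-27* (0.518, 17.0 h) and the ribosomal protein genes *rpl-29* (0.283, 17.5 h) and *rps-24* (0.246, 17.8 h) peaked in the cold phase. The F24 of LD/DD uses all LD and DD series, but its AC24 rests on the 2 light series with both days (4 and 6). The LD/DD count is 259 when LD series 3 and DD series 2 are also taken as a 2-day series and 322 without the AC24 control. It falls to 28 without DD series 4, 87 without LD series 4 and 106 without control series 4, and is 128 without LD series 3 and 137 without DD series 2. The WC/CC count falls to 56 without CC series 4 and 57 without CC series 6.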

We also identified a third category of transcripts whose expression cycled during the free-running but not during the entrainment conditions (DD only or CC only) (Figures 2C and 3C). This category may include genes whose expression is also under circadian control, but whose cycling is suppressed or masked during entrainment conditions. 

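The DD-only category held 186 probe sets (167 genes) and the CC-only category 211 (186 genes). In DD, the examples among the named genes are the dual oxidase gene *bli-3* (amplitude 1.74, SE 0.37, peak at 3.14 h), the neuropeptide gene *flp-5* (0.98, SE 0.20, 6.56 h) and the potassium channel gene *twk-1* (0.96, SE 0.15, 4.39 h). Ribosomal protein genes were over-represented in this category, with 7 of 70 kept genes against 0.944 expected (Fisher's exact test, two-sided, adjusted p = 0.00707 over 28 lists in 6 categories). This test treats genes as independent, although those of a list are measured on the same arrays and can move together. Its p therefore does not measure the spread between series. In CC, *vab-2*, which encodes an ephrin, peaked at 6.94 h with an amplitude of 2.04 (SE 0.24, limma adjusted p = 0.0386). The glutathione S-transferase gene *gst-10* (0.81, SE 0.18, 17.6 h) and the RNase gene *rnst-2* (0.93, SE 0.13, 7.15 h) are also in the category, with adjusted p = 0.225 and 0.0524 in limma. The 3 DD genes do not pass limma's 24-h test either (adjusted p = 0.154 to 0.2). Without DD series 4, the DD-only count falls to 23, and without CC series 6 the CC-only count falls to 66.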

A similar category of transcripts was previously noted in genome-wide studies of light-regulated transcriptional rhythms in *Drosophila* [36].

**Figure 2:**
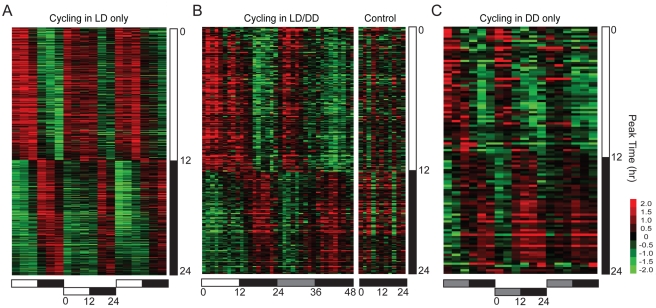
Light-driven and -entrained transcripts. Phase-ordered heat maps showing cycling transcripts upon entrainment to LD cycles. (A) Transcripts that cycle in LD but not in DD. (B) Transcripts that cycle in both LD and DD. (C) Transcripts that cycle in DD but not in LD. Only transcripts that passed all applied filters and thresholds are shown (Table S1). The heat maps in (A) and (C) show appended data from three independent 1-d entrainment time series experiments and three independent 1-d free-running time series experiments, respectively. The heat map in (B) shows the average of three independent 2-d time series experiments. Data from two independent 1-d time series experiments performed in parallel in DD to control for temperature fluctuations are also shown in (B). In all panels, columns represent experimental time points, and rows represent individual transcript profiles. Rows are ordered according to the estimated peak phases of the transcript profiles across the appended or averaged datasets, indicated by the vertical bars to the right of each heat map. Expression values represented by the green-to-red color scale indicate up- or down-regulation relative to the experimental mean expression values indicated in black. Horizontal bars below the heat maps correspond to the LD entrainment protocols used in the time series experiments; white, black, and gray bars in all panels indicate the light, dark, and subjective light phases, respectively.

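In the 11 control arrays, without entrainment, the muscle genes *unc-54* and *unc-15* had 24-h amplitudes of 0.18 (SE 0.29) and 0.11 (SE 0.27), and the collagen gene *dpy-3* 1.05 (SE 0.87). No control probe set passed limma's 24-h test (0 of 16579, with 372 at an unadjusted p under 0.05) or the contrast of hours 2 to 10 with hours 14 to 22 (0, with 523 unadjusted). Of 28 gene lists fixed beforehand, 4 were called by camera in the controls: immune effectors (166 genes, adjusted p = 0.00123) and sperm genes (53 genes, 0.0238) were lower at hours 2 to 10, and muscle structure (27 genes, 0.0389) and heat shock and chaperone genes (48 genes, 0.0479) were higher. The list median was above 0 in 1 of 2 control series for the sperm, muscle and chaperone lists and in 0 of 2 for immune effectors, and that of the muscle list reached 0.73 in 1 control series. With an estimated correlation none is called (adjusted p = 0.908 for each). The difference of rhythm between LD and the controls passed for 0 probe sets (limma, 1943 unadjusted), and that between DD and the controls also for 0 (1293 unadjusted). These 2 counts depend on the setting: they are 1123 and 668 without control series 6, 280 and 360 without control series 4, and 41 and 35 with a 6-level time factor. In simulated data, limma's 24-h test recovered 0 of 100 control rhythms of 2 SD.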

**Figure 3:**
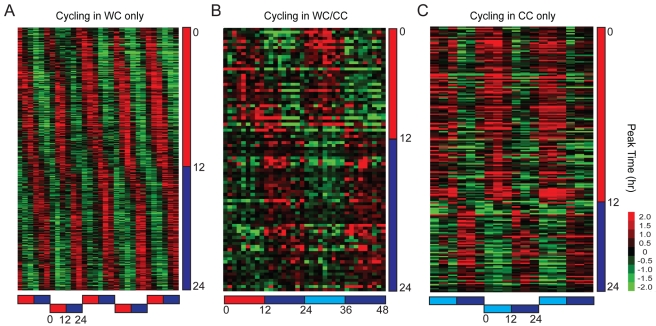
Temperature-driven and -entrained transcripts. Phase-ordered heat maps showing cycling transcripts upon entrainment to temperature cycles (25°C∶15°C). (A) Transcripts that cycle in WC but not in CC. (B) Transcripts that cycle in both WC and CC. (C) Transcripts that cycle in CC but not in WC. Only transcripts that passed all applied filters and thresholds are shown (Table S1). The heat maps in (A) and (C) show appended data from three independent 1-d entrainment time series experiments and three independent 1-d free-running time series experiments, respectively. The heat map in (B) shows the average of three independent 2-d time series experiments. Data are presented as in Figure 2. Horizontal bars below the heat maps correspond to the WC entrainment protocols used in the time series experiments; red, blue, and light blue bars in all panels indicate the warm, cold, and subjective warm phases, respectively.

We investigated whether a 24-h circadian period is enriched in our datasets by comparing the distribution of Fourier scores with different periods with randomly permuted Fourier scores in quantile–quantile (QQ) plots. All LD datasets (LD only, LD/DD, and DD only) were significantly enriched for 24-h periods, whereas distributions of 12-h, 18-h, and 36-h period data were indistinguishable from those of randomly permuted data (Figure 4A). 

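In LD, the share of power at 24 h was highest for genes such as the collagen gene *dpy-3* (F24 0.731) and *noah-2*, a cuticle protein gene (0.604). In DD, the neuropeptide gene *nlp-10* (0.727), *C33F10.4* (0.671) and the neurexin-related gene *itx-1* (0.668) stand out among the named genes. Over all kept probe sets, the median share at 24 h was 15.6% in LD, against 7.61% in randomly ordered time points, 12.4% against 8.43% in DD, and 8.43% against 4.19% in LD/DD. In each of the 3 datasets the real value was above all other orders (one-sided permutation p = 0.01, the smallest that 100 orders can give), and so was the 95th percentile of the shares. A drift over the day, or a difference between the populations behind the early and late hours, would also add 24-h power. The permutation p does not tell these from a rhythm, and the controls were not compared in this way. At 12, 18 and 36 h no LD, DD or LD/DD dataset passed, the lowest permutation p being 0.06, for LD/DD at 36 h. If each probe set is ordered on its own, LD and LD/DD at 36 h and LD/DD at 12 h pass as well (permutation p = 0.0476, the smallest that 21 orders can give).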

Although 24-h periods were also similarly enriched in the WC datasets (WC only, WC/CC, and CC only), we found lower, but significant enrichment of 12-h and 36-h periods in the WC-only and WC/CC datasets and in the CC-only datasets, respectively (Figure 4B). These results indicate robust circadian regulation of transcripts, with infradian and ultradian rhythms also observable in the temperature-regulated datasets. This pattern is similar to higher order harmonics of circadian gene expression previously identified in mouse liver [48].

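In WC, 24-h power was concentrated in genes such as the cytochrome P450 gene *cyp-37B1* (F24 0.824), the epoxide hydrolase gene *ceeh-1* (0.784) and the DnaJ chaperone gene *dnj-13* (0.739), and in CC in *acbp-6*, an acyl-CoA-binding protein gene (0.808). The median share of power at 24 h was 8.70% in WC, against 5.45% in random orders (one-sided permutation p = 0.01), and 6.60% in WC/CC, against 4.02% (p = 0.03, permutation). In CC the median was 9.05% against 6.57% (permutation p = 0.11), while the 95th percentile, 33.1% against 23.8%, did pass (permutation p = 0.04). At 12 h, WC/CC passed with a median of 6.01% against 4.08% (permutation p = 0.03), whereas WC did not (permutation p = 0.15). At 36 h, CC had a median of 10.3% against 7.33% (permutation p = 0.07). With each probe set ordered on its own, WC at 12 h, CC at 12, 24 and 36 h and WC/CC at 36 h pass too (permutation p = 0.0476). As for light, these p do not tell a rhythm from a drift over the day or from a difference between populations. From the departure of the 24-h scores from those of permuted data, together with the weaker enrichment at 12 and 36 h, the paper concludes that transcripts are under robust circadian regulation and that shorter and longer rhythms are also present in the temperature data.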

**Figure 4:**
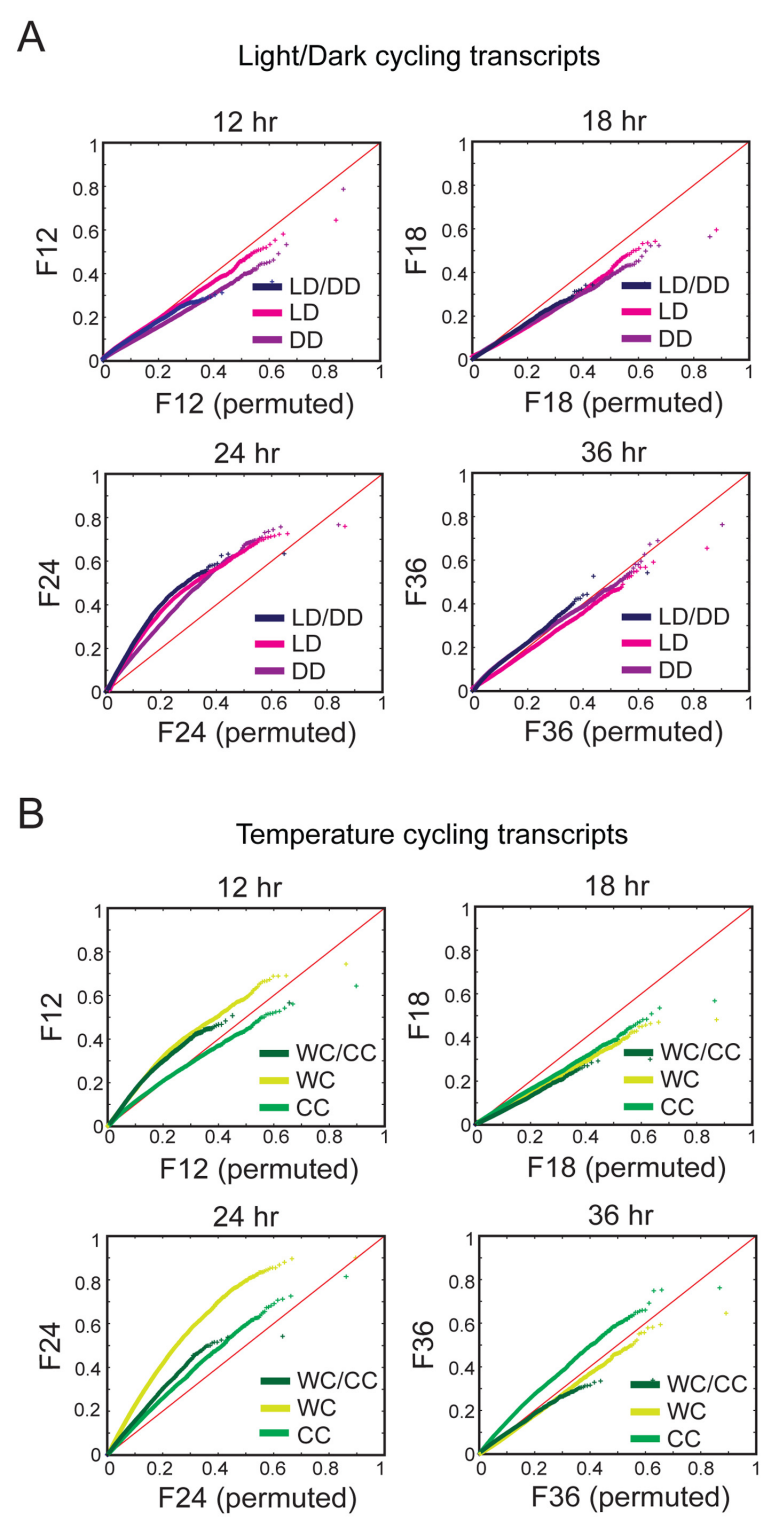
24-h rhythms are enriched in the light- and temperature-entrained datasets. QQ plots of Fourier scores at four different periods (12, 18, 24, and 36 h) are shown from LD-entrained (A) and temperature-entrained (B) datasets subdivided into categories as indicated in Figures 2 and 3. The Fourier scores of each transcript (with log_2_-transformed expression value >10) are graphed against the randomly permuted 95^th^ quantile Fourier scores. Enrichment of the experimental period is shown as an upward departure from the diagonal (red line), while depletion is shown as a downward departure.

### Temperature Cycles Drive the Expression of a Large Set of Genes Implicated in Metabolic Processes

We next further analyzed the light- and temperature-driven transcripts (LD-only and WC-only datasets, respectively). The number of putative temperature-driven transcripts was significantly higher than the number of light-driven transcripts: 1,817 WC-driven compared to 775 LD-driven transcripts (Figures 2A and 3A). These comprise approximately 9% and 4% of all *C. elegans* genes, respectively, underscoring the critical roles of temperature and light in regulating *C. elegans* physiology.

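The 10 genes of WC named here have the largest amplitudes among those that pass and keep the sign of their warm-minus-cold difference in every series. *cyp-37B1* had an amplitude of 5.97 (SE 0.51) with a peak at 8.60 h of the warm phase, the methyltransferase gene *anmt-3* 8.81 (SE 0.87, 9.18 h), the carboxylesterase gene *cest-1.2* 4.96 (SE 0.66, 6.80 h) and *T05E7.1* 5.32 (SE 0.57, 5.88 h). *H25K10.1* (8.85, SE 1.24, 7.80 h), *sdz-24* (6.04, SE 0.96, 6.34 h) and the P450 gene *cyp-13A2* (5.68, SE 0.87, 6.76 h) also peaked in the warm phase, with *H25K10.1* near no difference in WC series 1 (0.31) and *cyp-13A2* furthest apart in WC series 6 (17.43). Peaks in the cold phase were seen for *F19H6.5* (7.58, SE 1.71, 16.9 h), *K05B2.4* (7.18, SE 1.16, 19.6 h) and *C50D2.6* (5.00, SE 1.04, 18.5 h). *F19H6.5* is near no difference in WC series 1 and 2 (-0.10 and -0.30). In at least 1 other setting the call is lost for *C50D2.6* (adjusted p up to 0.359), *F19H6.5* (0.233), *sdz-24* (0.212), *K05B2.4* (0.199), *cest-1.2* (0.0739), *T05E7.1* (0.0591) and *cyp-13A2* (0.0573). Their adjusted p ranged from 6.61e-07 to 0.0201 (limma). In all, 1091 of 17342 probe sets passed limma's 24-h test in WC, and 1874 (1648 genes) fell in the WC-only category of the study's procedure. The limma count comes to 281 when a linear trend over the day is added to the model, and to between 22 and 1658 when 3 of the 5 series are used. The WC-only count is 5513 without the filter on low scores, which was chosen after that count had been seen, and 1114 to 2562 when 1 series is left out.

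**Figure D1:**
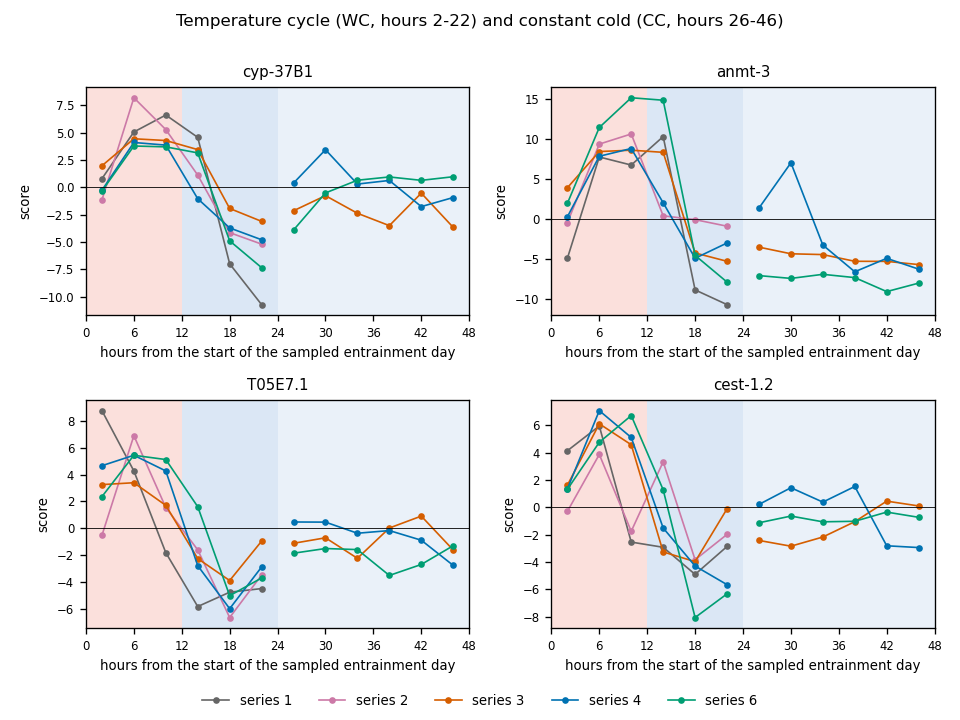
Scores (vertical axis) of *cyp-37B1*, *anmt-3*, *T05E7.1* and *cest-1.2* against hours from the start of the WC day (horizontal axis), followed by the CC day. Each line is 1 time series, red shading marks the warm phase and blue the cold. The fitted WC peaks lie between 5.88 and 9.18 h.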

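The genes of LD named here were picked by amplitude among those that pass and keep the sign of their light-minus-dark difference in every series. *F56D5.5* (amplitude 4.39, SE 0.74, peak at 16.9 h), *T22B2.1* (3.61, SE 0.65, 17.5 h), *Y38E10A.3* (3.60, SE 0.69, 16.9 h), *Y57G7A.2* (3.41, SE 0.64, 16.5 h), *K03A11.1* (2.97, SE 0.48, 17.2 h) and *lido-5* (2.77, SE 0.52, 18.1 h) were highest in the dark phase, as was *taf-7.1*, which encodes a subunit of transcription factor TFIID (2.68, SE 0.52, 16.8 h). *K10D3.4* (3.00, SE 0.49, 6.4 h), *H42K12.3* (2.67, SE 0.44, 5.9 h) and the nuclear hormone receptor gene *nhr-43* (2.79, SE 0.51, 7.2 h) were highest in the light phase. Their adjusted p lay between 0.0409 and 0.0491 (limma). In total, 160 of 15989 probe sets passed limma's 24-h test in LD, and 611 (548 genes) were in the LD-only category. The limma count is fragile: it is 0 with a linear trend over the day (587 at an unadjusted p under 0.05), 0 without any 1 of the 3 series (1484 to 4286 unadjusted) and 2 without the pooled arrays. The LD-only count is 148 without LD series 3, 200 without LD series 6 and 908 without control series 6.

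**Figure D2:**
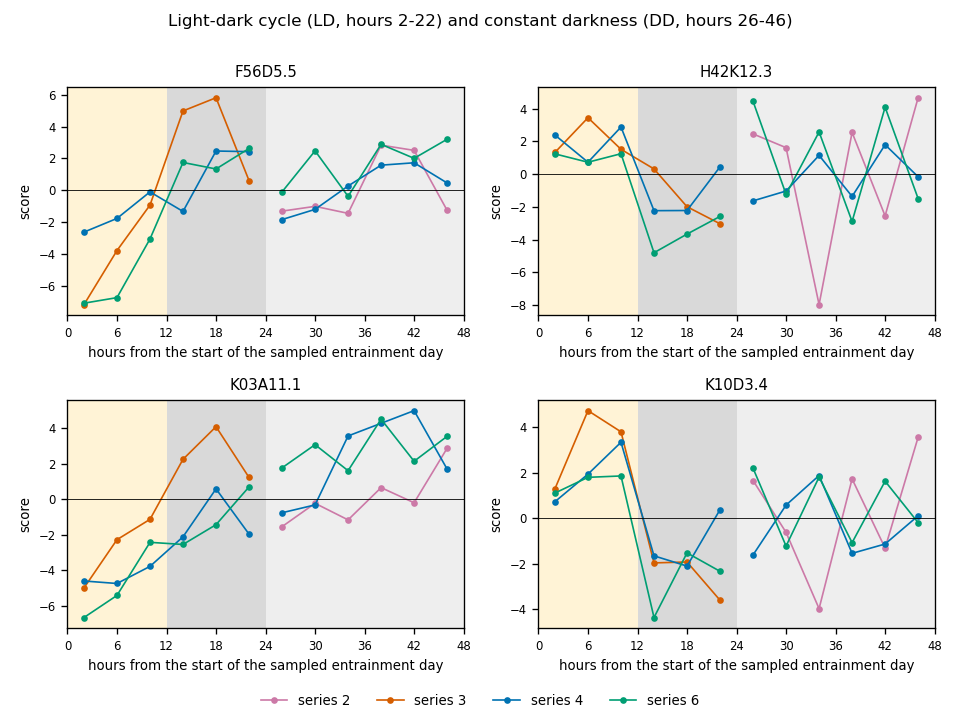
Scores (vertical axis) of *F56D5.5*, *K10D3.4*, *K03A11.1* and *H42K12.3* against hours from the start of the LD day (horizontal axis), followed by the DD day. Each line is 1 time series, yellow shading marks the light phase and grey the dark. In LD, *H42K12.3* and *K10D3.4* are higher in the light phase, and *F56D5.5* and *K03A11.1* in the dark phase.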

We verified rhythmic expression of selected genes by performing quantitative reverse transcription PCR (qRT-PCR) analyses. Each of the 12 examined genes from the WC-only dataset exhibited significant cycling, with phases consistent with those identified in the transcriptional profiling experiments (Figures 5A and S1A). Expression was arrhythmic in the absence of imposed temperature cycles (Figure S1B). These driven genes are predicted to be implicated in diverse biological pathways (Figure 5B and Table S2). 

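Of 28 gene lists, some that serve detoxification, fat breakdown and digestion were over-represented among the WC-only genes. Of the UDP-glucuronosyltransferase genes, 17 of 56 kept genes were WC-only against 7.05 expected by chance (adjusted p = 0.012), of fatty acid breakdown genes 18 of 57 against 7.17 (0.00775), of intestinal proteases and other digestive enzymes 12 of 31 against 3.90 (0.00894), and of vacuolar ATPase genes 9 of 18 against 2.27 (0.00775). Glutathione S-transferases (9 of 41, against 5.16 expected, adjusted p = 0.458), short-chain dehydrogenases (8 of 29, against 3.65, 0.245) and respiratory chain and ATP synthase genes (1 of 41, against 5.16, 0.423) were not. These are two-sided Fisher's exact tests over lists fixed beforehand, a comparison added after the data had been seen. They treat the genes of a list as independent. Within the lists, the warm-minus-cold difference was positive for *ugt-63* (4.22, SE 0.57) and *ugt-41* (4.01, SE 0.71), and negative for the peroxisomal beta-oxidation genes *acox-3* (-2.18, SE 0.31), *dhs-28* (-1.24, SE 0.17) and *daf-22* (-1.14, SE 0.22), each in 5 of 5 series. In all, 8 UDP-glucuronosyltransferase genes rose and 1 fell in the warm phase (camera adjusted p = 2.75e-05, adjusted p = 0.215 with an estimated correlation), and 1 fatty acid breakdown gene rose while 10 fell (camera adjusted p = 0.000638, adjusted p = 0.212 with an estimated correlation). Adjusted over the list alone, the counts are 13 and 2, and 4 and 15. Without a filter on low scores, camera no longer calls fatty acid breakdown.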

Based on the biological process Gene Ontology (GO) terms [49], categories of metabolism and electron transport were markedly enriched in the WC-only dataset (Figure 5B and Table S2). For instance, the expression of 18 genes predicted to encode cytochrome P450 enzymes was driven by WC cycles, whereas only two cytochrome P450 genes were present in the LD-driven dataset (Table S2). This suggests that temperature, but not light, modulates the expression of genes implicated in global regulation of metabolism or physiology. 

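Cytochrome P450 enzymes are the oxidases of drug and fatty acid metabolism, and 17 of 73 measured P450 genes were WC-only, against 2 that were LD-only. Among the 63 kept in WC, 7.93 would be expected (Fisher's exact test, two-sided, adjusted p = 0.0372), and among the 56 kept in LD, 2.54 (adjusted p = 1). Warm-minus-cold differences were 6.12 (SE 0.69) for *cyp-37B1*, 7.79 (SE 1.22) for *cyp-13A2*, 4.68 (SE 0.82) for *cyp-13A5* and 2.49 (SE 0.32) for *cyp-25A1*, with adjusted p from 5.9e-05 to 0.00213 (limma) and *cyp-13A5* and *cyp-25A1* were above 0 in 5 of 5 series. In WC, 8 P450 genes rose in the warm phase and 1 fell, the same numbers as adjusted over the list alone. Camera gave adjusted p = 0.00349, and adjusted p = 0.212 with an estimated correlation, and the list median was above 0 in 2 of 5 series. In LD, 5 P450 genes rose in the light phase and 1 fell (7 and 5 adjusted over the list alone), and the list as a whole was not called (camera adjusted p = 0.671). The count of LD-only P450 genes ranges from 0 to 3 when 1 series is left out. Fisher's test treats the P450 genes as independent.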

Genes associated with the GO term embryonic development were enriched in the LD-only-driven dataset (Figure 5B and Table S2).

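Some genes expressed in embryos were lower in the light phase than in the dark phase. Of 37 kept zygotic embryo genes, 7 fell and none rose, among them *vet-1* (light minus dark -1.90, SE 0.43), *pes-10* (-2.72, SE 0.67), *vet-2* (-1.78, SE 0.44) and *vet-6* (-1.94, SE 0.49), each in 3 of 3 series, and 7 also fell adjusted over the list alone. Of 24 cell cycle and DNA replication genes, 5 fell (10 adjusted over the list alone), including *orc-1* (-0.80, SE 0.19) and *mcm-2* (-0.57, SE 0.16). Sperm genes moved with them (4 of 51 fell, 0 adjusted over the list alone, *spe-6* -1.29, SE 0.32), though their list median was 0.01 in 1 series and -3.67 in another. Muscle genes went the other way: 15 of 28 rose, also 15 adjusted over the list alone, with *unc-54* at 1.68 (SE 0.27), *unc-15* at 1.63 (SE 0.27) and *tnt-2*, a troponin T gene, at 1.67 (SE 0.30). None of these calls of single genes over all probe sets remains without LD series 6 (0 probe sets, with 3712 at an unadjusted p under 0.05, limma), and without series 3 only 19 probe sets pass. Camera gave adjusted p = 0.000331 for the zygotic, 5.49e-06 for the cell cycle, 2.51e-05 for the sperm and 3.19e-06 for the muscle genes, and with an estimated correlation the adjusted p = 0.314, 0.314, 0.359 and 0.314. The muscle median also fell over the day in control series 6, without entrainment, from 0.34 and 0.38 at hours 2 and 10 to between -0.21 and -0.41 at hours 14 to 22. In control series 4 it stayed between -0.15 and 0.06. As a share of the LD-only category, zygotic embryo genes (2 of 37, 1.68 expected) and oocyte and eggshell genes (2 of 34, 1.54 expected) were not over-represented (Fisher's exact test, two-sided, adjusted p = 1 for each). In WC the zygotic list was lower in the warm phase as well (camera adjusted p = 0.000692, adjusted p = 0.215 with an estimated correlation), with 2 genes up and 2 down.

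**Figure D3:**
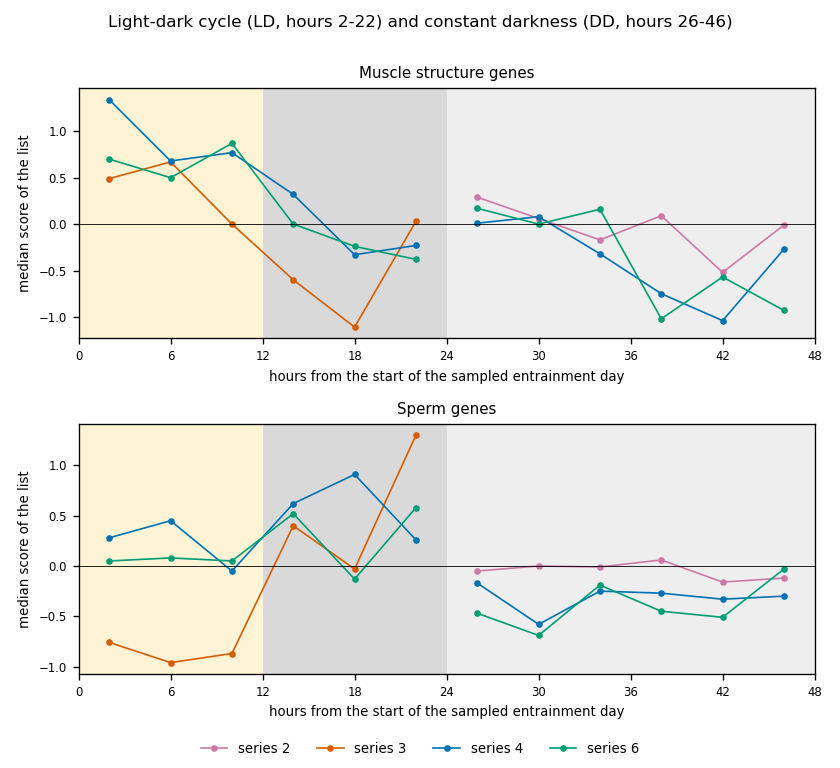
Median score (vertical axis) of the muscle structure genes and of the sperm genes against hours from the start of the LD day (horizontal axis), followed by the DD day, with 1 line per series. In LD the muscle median is higher in the light phase in each of the 3 series.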

**Figure 5:**
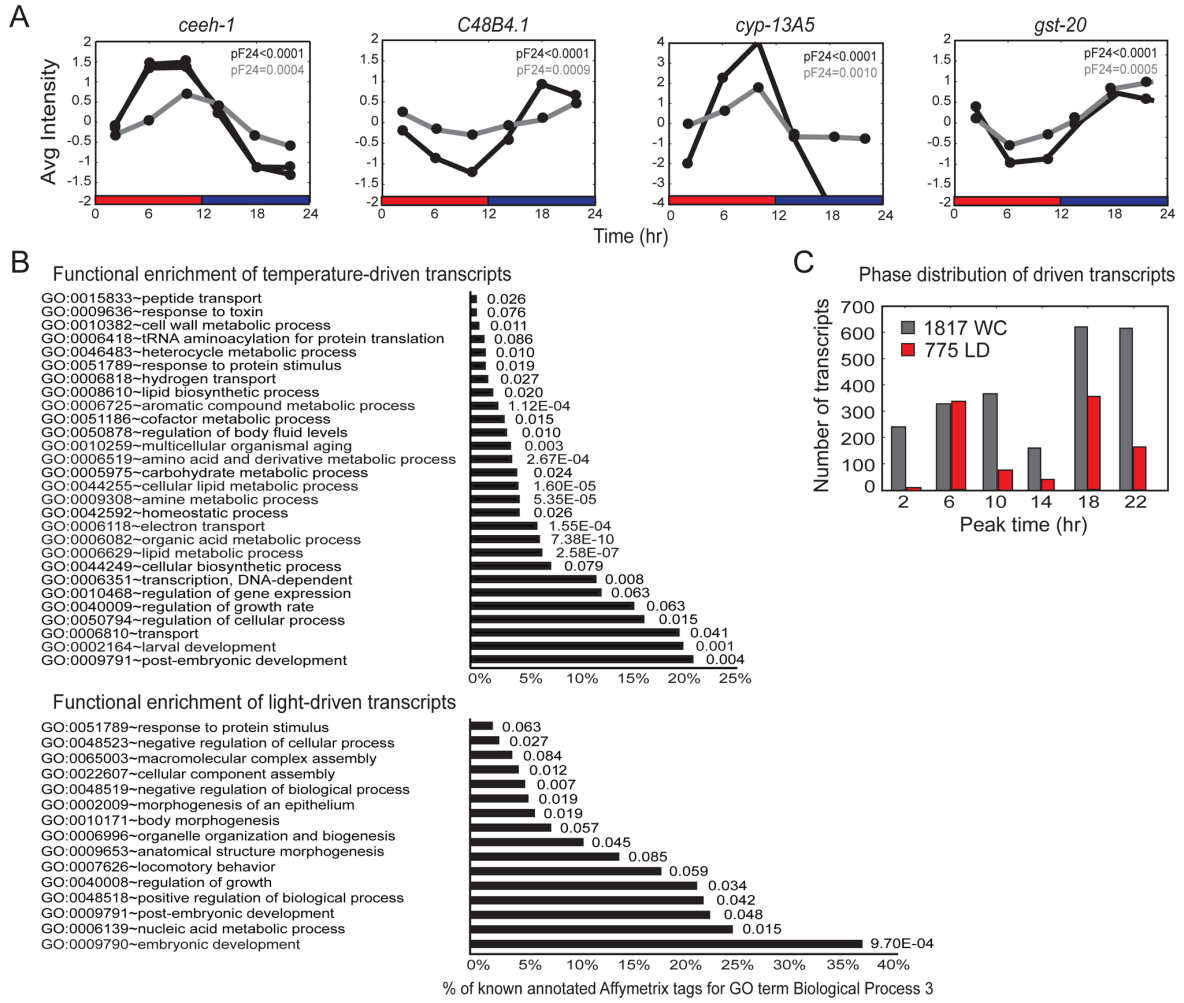
Analyses of light- and temperature-driven transcripts. (A) Comparison of qRT-PCR (gray) and microarray expression array (black) data for four arbitrarily selected WC-driven transcripts. Additional transcripts are shown in Figure S1. The probability of significance of circadian cycling (*pF*_24_) as compared to a randomized dataset was calculated by appending each independent microarray or qRT-PCR time course experiment. Bars below the graphs denote the entrainment protocols, with red and blue bars indicating the warm (25°C) and cold (15°C) phases, respectively. Data shown are an average of three biologically independent replicates per time point for the microarray data, and two biologically independent replicates per time point for the qRT-PCR data. Data from two probe sets on the GeneChips for *ceeh-1* are shown. (B) Functional enrichment of LD- and WC-driven transcripts. Transcripts are grouped by the Biological Process 3 GO term and analyzed for enrichment relative to all transcripts present on the GeneChip (see Materials and Methods). *p*-values for enrichment for each group are indicated. A complete list is provided in Table S2. (C) Histogram showing the estimated peak phases of the temperature- or light-driven transcripts. The peak phases are organized into 4-h phase groups.

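Both probe sets for *ceeh-1*, an epoxide hydrolase gene, peaked late in the warm phase of the WC day (8.38 and 8.35 h), with amplitudes of 1.43 (SE 0.14, limma adjusted p = 4.08e-06) and 1.55 (SE 0.19, adjusted p = 6.83e-05). *cyp-13A5* peaked at 8.76 h (4.53, SE 0.56) and the acyl-CoA synthetase gene *acs-2* at 8.1 h (3.82, SE 0.63, second probe set 3.22, SE 0.66). Cold-phase peaks were seen for *C48B4.1* (*acox-1.5*), an acyl-CoA oxidase gene, at 20.3 h (1.05, SE 0.15), and for *gst-20*, also at 20.3 h (0.72, SE 0.13). *F58F9.3* peaked at 5.9 h (2.03, SE 0.43) and the collagen gene *dpy-7* at 1.8 h (0.98, SE 0.21), with a value of 2.41 in WC series 3 that lies apart from the other 4. *cyp-35C1* had amplitudes of 1.75 (SE 0.32) and 1.34 by its 2 probe sets. All of these pass limma's 24-h test in WC, with adjusted p up to 0.0291. In at least 1 other setting the call is lost for *F58F9.3* (adjusted p up to 0.579 and 0.651 by its 2 probe sets), *cyp-35C1* (0.123 and 0.207), *acs-2* (0.0689 and 0.122) and *dpy-7* (0.117). *F58F9.3* is furthest apart in WC series 1 (7.34 and 8.00, against at most 4.18 in the others).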

We ordered the transcripts in each dataset by the average phase of peak expression (Figure 5C). We found that the peak phases were around the middle of the thermo–light or the cryo–dark phases. 

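Of the WC-only probe sets, 330 peaked between 4 and 8 h and 433 between 16 and 20 h, and 48.7% (95% interval 46.4% to 50.9%) peaked in the warm phase. Genes on the warm side include *cyp-25A1* (5.95 h), *dnj-13* (7.36 h) and the C-type lectin gene *clec-57* (7.72 h), and on the cold side are *acox-3* (16.8 h), *dhs-28* (19.3 h) and the enoyl-CoA hydratase gene *ech-7* (19.8 h). Of the LD-only probe sets, 288 peaked between 4 and 8 h and 165 between 16 and 20 h, and 61.4% (57.5% to 65.2%) peaked in the light phase. Examples are *vha-5* of the vacuolar ATPase (6.44 h), *flp-10* (6.76 h) and *ugt-18* (6.4 h) for the light phase, and *orc-1* (18.3 h), *vet-2* (17.4 h) and *pes-10* (17.7 h) for the dark phase. With WC series 3, 4 and 6 alone, 41.8% of the WC-only probe sets peak in the warm phase, and without a filter 16.5%. Leaving out 1 series moves the LD share to between 47.8% and 69.6%.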

For LD transcripts, there were similar numbers of transcripts at these two phases, whereas more WC transcripts peaked during the cryophase than in the thermophase (Figure 5C), similar to previous observations in *Drosophila* [47]. Together, these results indicate that temperature and light cycles drive global changes in gene expression in *C. elegans*.

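The warm-minus-cold difference passed for 666 probe sets (360 higher and 306 lower in the warm phase) and the light-minus-dark difference for 1839 (998 higher and 841 lower in the light phase). A difference between the populations behind the early and late hours of a series cannot be told apart from the phase by these p. Over other orders of the hours within each series, the median count was 0 for both contrasts. The highest was 1693 in LD and 0 in WC. Chaperone genes were among those that rose with warmth: 4 of 50 did and none fell (7 adjusted over the list alone), with *hsp-70* at 3.52 (SE 0.82), *dnj-13* at 0.89 (SE 0.13) and *hsp-4* at 0.69 (SE 0.17). Camera gave adjusted p = 0.00349, and adjusted p = 0.215 with an estimated correlation, and the list median was above 0 in 3 of 5 series. The list of intestinal proteases, which also holds acid phosphatases and an esterase (5 of 31 up, 1 down, the same adjusted over the list alone), followed with *pho-13*, an acid phosphatase gene, at 3.28 (SE 0.60) and *cpr-8*, a cathepsin B gene, at 2.00 (SE 0.41), with camera adjusted p = 0.00238 and adjusted p = 0.212 with an estimated correlation. The rhythm itself differed between the WC and CC days for 611 probe sets in limma's test of the difference, among them *cyp-25A1* (adjusted p = 8.77e-05) and *acox-3* (0.000295). Between the LD and DD days it differed for 1 probe set, *F14B4.1* (LD amplitude 1.71, SE 0.24, peak 6.1 h, DD 0.99, SE 0.30, peak 19.6 h, adjusted p = 0.0265). That call is not kept by limma with a linear trend (0 probe sets, 721 unadjusted), without the pooled arrays (0, 1509 unadjusted) or without any 1 LD series (0, 772 to 2092 unadjusted). The same test made 4 false calls in simulated data, but beside planted rhythms, so that number is no measure for 1 call in all. Leaving out 1 series takes the LD count of 1839 to between 0 (without series 6, 3712 at an unadjusted p under 0.05, limma) and 933, the WC count of 666 to between 209 and 2000, and the count of 611 to between 92 (without CC series 6) and 1004. The count of 611 is 3 with a linear trend over the day and 133 with a 6-level time factor. From the numbers of driven transcripts, their functions and their phases, the paper concludes that temperature and light cycles change gene expression globally.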

### Putative Circadian Transcripts Represent Diverse Biological Functions

In total, 406 and 286 transcripts were found to show oscillatory expression during the DD and CC free-running conditions, respectively (see Materials and Methods). 

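The entrained sets of the study's procedure held 347 probe sets (310 genes) for light and 307 (277 genes) for temperature. In DD, the lowest p in limma's 24-h test belonged to *nlp-10* (amplitude 1.48, SE 0.20, peak 6.67 h, adjusted p = 0.138), followed by genes such as *twk-1* (adjusted p = 0.154), the heme transporter gene *hrg-1* (1.07, SE 0.18, 4.66 h, adjusted p = 0.154) and *btb-14* (1.27, SE 0.20, 5.77 h, adjusted p = 0.154). *Y54G2A.37* (1.16, SE 0.19, 4.31 h), *tep-1* (1.04, SE 0.17, 3.48 h), *F49E2.5* (0.81, SE 0.13, 4.92 h), the P450 gene *cyp-33C8* (0.80, SE 0.13, 4.06 h) and *T23F11.4* (0.70, SE 0.11, 17.1 h) have the same adjusted p = 0.154. *unc-54* kept a peak at 5.12 h in DD (0.97, SE 0.20, adjusted p = 0.173). In CC, *vab-2* and *acbp-6* passed (*acbp-6*: 1.49, SE 0.19, peak 17.3 h, adjusted p = 0.0450), and *C14C6.2* (1.77, SE 0.25, 6.25 h, adjusted p = 0.0524), *fmo-2* (2.47, SE 0.34, 5.62 h, adjusted p = 0.0524) and *F15E6.4* (1.23, SE 0.17, 17.8 h, adjusted p = 0.0524) came next. *W04B5.1* (2.00, SE 0.29, 5.42 h), *C32H11.7* (1.22, SE 0.18, 17.5 h), *fip-5* (1.07, SE 0.16, 17.0 h) and *acbp-8* (0.91, SE 0.13, 16.7 h) have adjusted p = 0.0589. Over all probe sets limma's test passed 0 in DD (2205 at an unadjusted p under 0.05) and 2 in CC (1612 unadjusted). The contrast of the subjective phases passed 0 in DD (2537 unadjusted) and 27 in CC (17 up, 10 down), among them *vab-2* (2.83, SE 0.34). The light-entrained count is 609 without the AC24 control, and 51 without DD series 4. The temperature-entrained count is 123 without CC series 6 and 480 without CC series 3. The 27 calls of the contrast in CC come to 0 without CC series 4 (1774 unadjusted, limma), and the 2 of the 24-h test, *vab-2* and *acbp-6*, to 0 without CC series 4 or 6 (1114 and 753 unadjusted).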

The subset of these transcripts that cycle both during the LD and WC entrainment conditions and during free-running conditions may be driven as well as entrained. We verified the cycling of selected transcripts by performing qRT-PCR (Figures 6A and S2A). Their phases were similar to those defined via expression profiling, and cycling was similarly dependent on prior entrainment (Figure S2B). Following entrainment, circadian genes sustain cycling in constant conditions. albeit with a considerably diminished amplitude in some systems over extended time periods. We therefore examined the expression of two temperature-entrained genes (*nlp-36* and *F23F12.3*) through 2 d of free-running conditions. Both transcripts continued to exhibit rhythmic transcription during the second free-running day, with highly significant 24-h spectral power values (Figure 6A).

**Figure 6:**
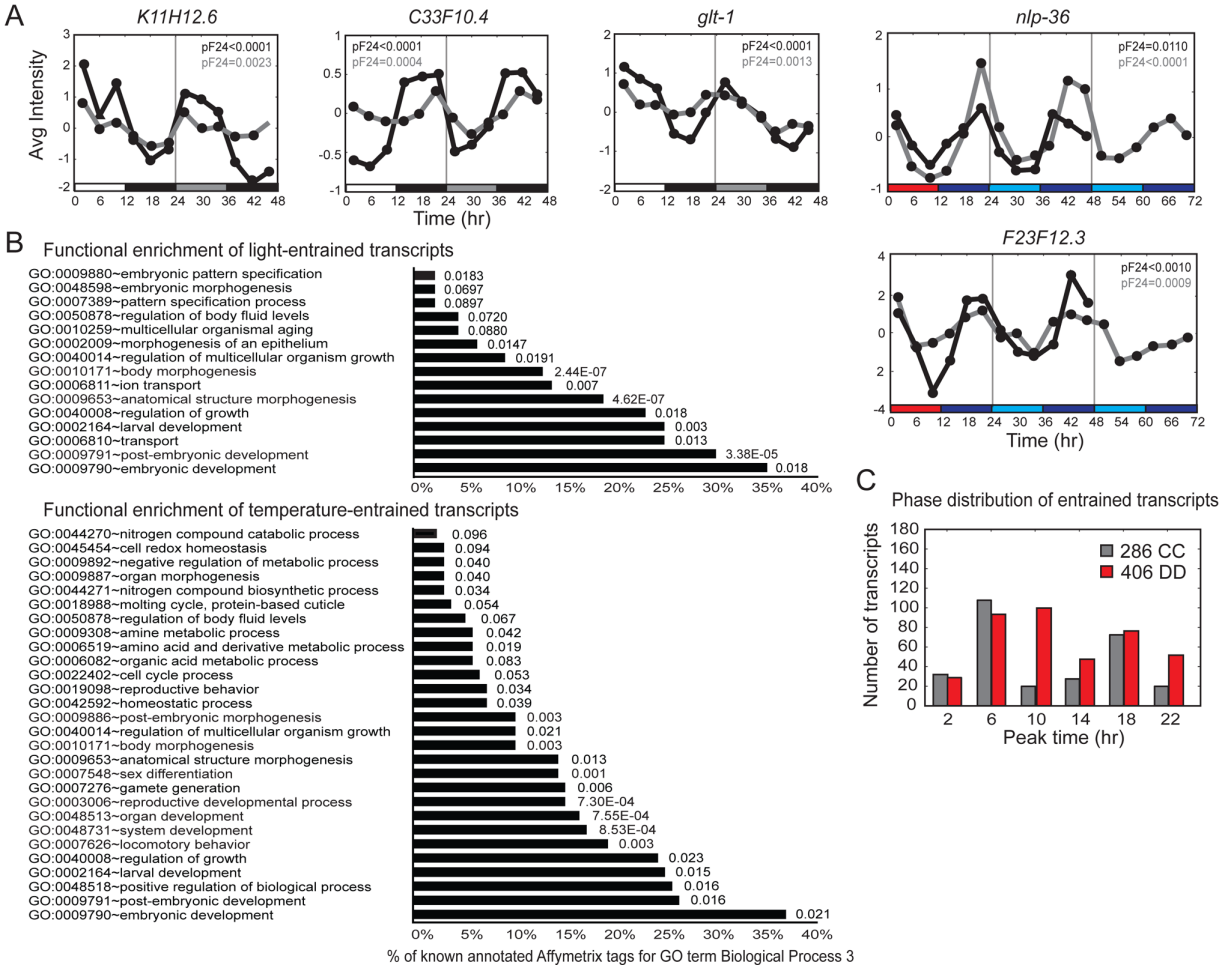
Analyses of light- and temperature-entrained circadian transcripts. (A) Comparison of qRT-PCR (gray) and microarray expression array (black) data of randomly selected LD- and WC-entrained transcripts. Additional transcripts are shown in Figure S2. Bars below the graphs denote the entrainment protocols, with white, black, and gray bars indicating the light, dark, and subjective light phases, respectively, and with red, blue, and light blue indicating the warm (25°C), cold (15°C), and subjective warm phases, respectively. Data shown are an average of three biologically independent replicates per time point for the microarray data and two biologically independent replicates per time point for the qRT-PCR data. (B) Functional enrichment of light- and temperature-entrained circadian transcripts, as shown in Figure 5B. A complete list is provided in Table S3. (C) Histogram showing the estimated peak phases of the temperature- or light-entrained transcripts. The peak phases are organized into 4-h phase groups.

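On the arrays, *K11H12.6* had a DD amplitude of 1.60 (SE 0.38) with a peak at 5.77 h, and *C33F10.4* one of 0.57 (SE 0.11) with a peak at 16.8 h, against 0.71 at 17.9 h in LD. The *glt-1* probe sets peaked at 4.25 h (0.76, SE 0.19) and 4.67 h (0.59, SE 0.11) in DD. *K11H12.6* and *glt-1* pass the study's procedure in DD and *C33F10.4* does not, and none passes limma's 24-h test there (adjusted p = 0.166 to 0.218). *F23F12.3* showed amplitudes of 3.80 (SE 0.54, peak 21.9 h) and 2.14 (SE 0.47) in WC by 2 of its probe sets, with adjusted p = 0.000289 and 0.016 in limma, the second of which reaches 0.173 in another setting. In CC the second of these had 1.82 (SE 0.52) with a peak at 20.0 h (adjusted p = 0.354).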

Genes associated with the GO term categories of post-embryonic morphogenesis and development were significantly enriched in both circadian datasets, in contrast to the light- and temperature-driven transcripts (Figure 6B and Table S3). We noted that genes implicated in reproductive development, and to a lesser extent locomotion, were enriched in the temperature-entrained dataset, suggesting that processes such as mating, fertilization, egg-laying, and locomotor behaviors may be under circadian control.

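Among the light-entrained genes, ribosomal protein genes were over-represented (7 of 72 kept genes, 1.75 expected, adjusted p = 0.0372) and F-box and MATH-BTB genes under-represented (0 of 298, 7.23 expected, adjusted p = 0.027). Oocyte and eggshell genes (4 of 34, 0.825 expected, adjusted p = 0.124) and cuticle collagens (8 of 130, 3.16 expected, adjusted p = 0.18), with *col-93* at an amplitude of 0.61 (SE 0.13) and *col-65* at 1.08 (SE 0.28) in DD, did not pass. In the temperature-entrained set no list passed: collagens made up 6 of 135 (2.92 expected, *dpy-17* 0.79, SE 0.20, peak 5.05 h in CC), moulting genes 4 of 77 (1.67 expected) and ribosomal proteins 5 of 69 (1.49 expected, adjusted p = 0.458, 0.458 and 0.201). Oocyte genes (1 of 35), sperm genes (0 of 60), zygotic embryo genes (0 of 38) and muscle genes (0 of 27) were not over-represented among them either. These are Fisher's exact tests, two-sided, added after the data had been seen, and they treat the genes of a list as independent. On the DD day, muscle genes had a median difference of 0.63 between the subjective light and dark phases (28 genes, 0 passing on their own, 14 adjusted over the list alone, camera adjusted p = 1.14e-09) and ribosomal protein genes one of 0.15 (70 genes, 0 passing on their own, *rpl-23A.1* 0.47, SE 0.12, camera adjusted p = 9.28e-12), while cell cycle genes were lower (-0.41, 1.17e-09). In 1 of the 2 series of controls without entrainment the muscle median reached 0.73, and in the other it was -0.06. With an estimated correlation the adjusted p = 0.125, 0.287 and 0.287. In CC ribosomal protein genes were lower in the subjective warm phase (-0.14, 68 genes, 0 passing on their own, *rpl-29* -0.37, SE 0.11, camera adjusted p = 6.56e-08, adjusted p = 0.676 with an estimated correlation).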

To determine the phase distribution of the light- and temperature-entrained transcripts, we grouped the cycling transcripts identified in the DD- and CC-entrained datasets in 4-h clusters according to their phases of peak expression. The peak phases of circadian transcripts in the light-entrained dataset occurred at around the middle of the light and dark phases, although with a relatively broad distribution (Figure 6C). The phase distribution for temperature-entrained transcripts exhibited a narrower peak in the middle of the thermophase, with another smaller peak in the middle of the cryophase. 

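Of the light-entrained probe sets, 136 peaked between 4 and 8 h of the DD day, 80 and 61 between 12 and 16 and between 16 and 20 h, and 57.1% (95% interval 51.8% to 62.2%) peaked in the subjective light phase. *flp-5* (6.70 h), *itx-1* (3.51 h) and *hrg-1* (4.71 h) are examples of early peaks, and *pgam-5* (16.0 h) and *cpg-2* (15.2 h) of late ones. Of the temperature-entrained probe sets, 130 peaked between 4 and 8 h of the CC day and 109 between 16 and 20 h, and 54.7% (49.1% to 60.2%) peaked in the subjective warm phase. *vab-2* (6.98 h), *nhr-228* (5.68 h) and *dpy-2* (4.32 h) lie in the first group, and *gst-10*, *rpn-6.2* (17.1 h) and *cox-17* (16.8 h) in the second. With each array centred on its median, 74.2% of the temperature-entrained probe sets peak in the subjective warm phase, and 55.9% of the WC-only probe sets in the warm phase. Leaving out 1 series moves the light-entrained share to between 47.2% and 64.7% and the temperature-entrained share to between 43.1% and 59.3%. The intervals treat probe sets as independent.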

Although these distributions were not identical to those observed in the driven data, there were some similarities: they both peaked in the middle of the light (warm) and dark (cold) phases and with similar numbers of LD-entrained or -driven transcripts in the two peaks. However, more WC-driven transcripts peaked in the cryophase whereas more WC-entrained transcripts peaked in the thermophase (compare Figures 5C and 6C).

### The Periods of Putative Circadian Transcripts Are Temperature-Compensated, and Their Phases Are Altered by *T*-Cycles

A hallmark of circadian rhythms is temperature compensation, i.e., the circadian period is almost independent of temperature [50],[51]. To compare periods of two light-entrained transcripts upon growth at 15°C and 25°C, we examined transcript levels via qRT-PCR. The calculated periods and significant periodicities for each transcript were nearly identical at both temperatures (Figure 7A and Table S4), indicating temperature compensation.

**Figure 7:**
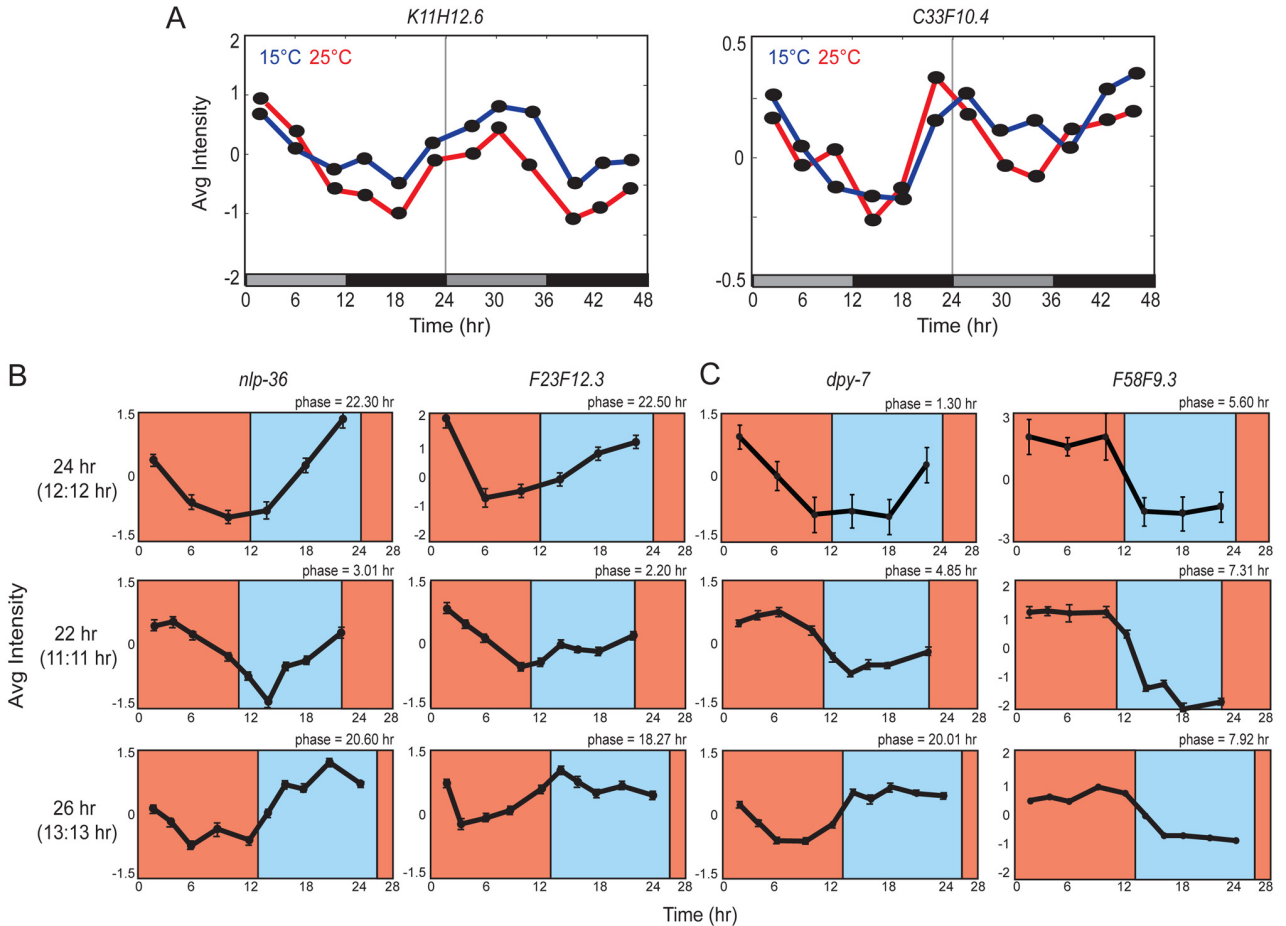
Temperature compensation and phase shifts of entrained transcripts. (A) Cycling of two light-entrained transcripts during the first 2 d of free-running conditions at 15°C (blue line) or 25°C (red line) quantified via qRT-PCR. Calculated periods are as follows: *K11H12.6*, 23.5±0.40 h at 15°C and 23.90±0.70 at 25°C; *C33F10.4*, 23.35±0.25 h at 15°C and 23.45±0.25 h at 25°C. Fourier scores and associated probabilities are shown in Table S4. The bars below the graphs denote the entrainment protocol, with black and gray bars indicating the dark and subjective light phases, respectively. Data shown are from two biological replicates. (B and C) Phase shifts upon entrainment to different *T*-cycles. Shown is the expression of two genes each from the WC-entrained (B) and WC-driven (C) datasets as quantified from GeneChip or qRT-PCR data. RNA was collected on the fourth entrainment day. The expression of additional driven transcripts is shown in Figure S3. Data shown are the average of two technical replicates from one biological experiment.

Another characteristic of circadian rhythms is the maintenance of a phase relationship with the period (*T*) of the zeitgeber [52]–[55]. Typically, phases are delayed relative to those in 24-h *T*-cycles upon entrainment to *T*-cycles shorter than 24 h, and, conversely, phases are advanced when entrained to *T*-cycles longer than 24 h. We entrained animals to either 11 h∶11 h or 13 h∶13 h WC cycles and examined the phases of two candidate circadian transcripts by qRT-PCR. The phases of both transcripts were delayed in response to 11 h∶11 h *T*-cycles and advanced in response to 13 h∶13 h *T*-cycles (Figure 7B), further suggesting that these transcripts are under circadian regulation.

### Light–Dark and Temperature Cycles Entrain Independent Gene Sets

We next compared the two pairs of datasets driven and entrained by light and temperature cycles, to determine the extent to which the two zeitgebers regulate similar sets of genes. 

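*nhr-43*, a nuclear hormone receptor gene, is an example of a gene in both the LD-only and the WC-only category: its LD amplitude of 2.79 has a counterpart of 2.46 (SE 0.43) in WC, where it peaks at 7.52 h. Its LD call in limma is kept in 5 of 13 other settings. That it does not pass in DD does not show that its rhythm differs between LD and DD. *vha-5* and the sperm gene *spe-6* are also in both categories. In total, 97 probe sets were both LD-only and WC-only, against 72.3 expected from 610 and 1843 of 15546 probe sets kept in both datasets (odds ratio 1.43, Fisher's exact test, two-sided, p = 0.0026). Without a filter on low scores the overlap is 98 but below expectation (odds ratio 0.583), and without the AC24 control it is 156 and no longer differs from chance (Fisher's exact test, two-sided, p = 0.134). It no longer differs from chance either without LD series 3 (23, p = 0.158), without control series 6 (105, odds ratio 0.972, p = 0.832) or with WC series 3, 4 and 6 alone (104, p = 0.277), by the same test.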

A direct comparison of the light- and temperature-driven datasets identified 107 transcripts in common, representing 106 genes (Figure 8A). In the entrained sets, there were only two genes in common (Figure 8B). One of these genes is predicted to be a pseudogene (*Y102A5C.6*), and the second gene (*swd-3.3*) is predicted to encode a homolog of the WDR5 member of the histone methyltransferase complex. 

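*Y102A5C.6* peaked at 8.26 h in DD (amplitude 0.49, SE 0.13) and at 17.0 h in CC (0.83, SE 0.21), and *wdr-5.3* (*swd-3.3*) at 16.0 h in DD (0.42, SE 0.12) and at 18.9 h in CC (0.32, SE 0.07). In limma's 24-h test none of these passes (adjusted p = 0.219 to 0.283), and WC series 2 of *wdr-5.3* stands apart from the other 4 (1.77). Also in both entrained sets was the probe set of *pgam-5*, a mitochondrial phosphatase gene, with peaks at 16.0 h in DD and 4.83 h in CC. These 3 probe sets compare with 6.60 expected from 347 and 303 of 15929 (odds ratio 0.444, Fisher's exact test, two-sided, p = 0.227). With WC series 3, 4 and 6 alone, 1 probe set is shared and the overlap is below expectation (Fisher's exact test, two-sided, p = 0.0165), as it is without CC series 3 (2 shared, p = 0.00353, same test) and without the AC24 control (5 shared, p = 0.0475, same test). The same holds without LD series 6 (p = 0.038, same test) and without WC series 2 (p = 0.0238, same test). The direction turns without CC series 4 (8 shared, 4.42 expected, odds ratio 1.86, p = 0.0879, same test). Without CC series 6 the odds ratio is 1.13, and without DD series 4 it is 1.05.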

Interestingly, this protein is known to associate with mammalian PER1 and regulate its functions [56].

**Figure 8:**
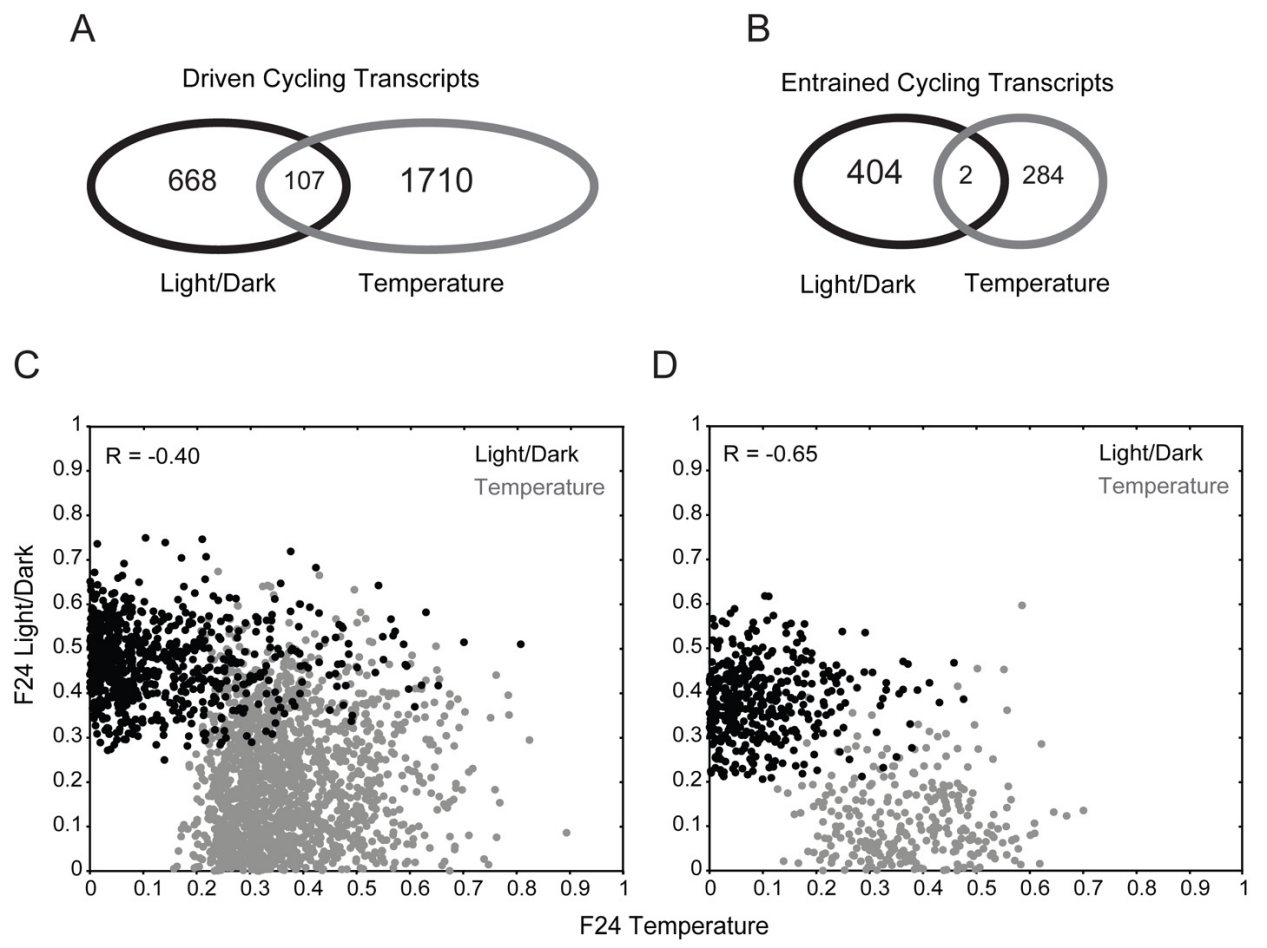
Temperature and light entrain and drive the expression of distinct genes. (A and B) Overlap between light- and temperature-driven cycling transcripts (A), and light- and temperature-entrained cycling transcripts (B). (C and D) Scatter plots of the *F*_24_ scores of each transcript in the driven (C) or the entrained (D) datasets. *F*_24_ scores for light–dark and temperature regulation are shown in black and gray, respectively.

Since the extent of overlap between the datasets is highly dependent on the applied filters and thresholds, we also examined the correlation between the *F*_24_ scores for light–dark and temperature regulation for each transcript in the driven and entrained datasets. 

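The collagen gene *dpy-3*, with an F24 of 0.731 in LD and 0.166 in WC, and *cyp-37B1*, with 0.295 in LD and 0.824 in WC, are examples of genes with a stronger rhythm in 1 of the datasets. Across the 2388 probe sets in either driven category, the F24 scores of LD and WC had a Pearson r of -0.365 (Spearman rho -0.322), and across the 651 probe sets in either entrained category those of DD and CC had -0.684 (rho -0.662). Over all probe sets kept in both datasets, called or not, the correlation was 0.055 (rho 0.031) for LD and WC and -0.025 for DD and CC. Without a filter on low scores, r over the called probe sets of LD and WC is 0.046. Leaving out 1 series takes it to -0.14 (without LD series 4), and that of DD and CC to -0.40 (without DD series 4). These are correlations across probe sets, which are not independent replicates, and the called sets were chosen by a high score in one dataset or the other.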

We found strong negative correlation in both cases (Figure 8C and 8D), further implying that light–dark and temperature cycles regulate independent sets of genes.

We considered the possibility that the lack of overlap between the entrained datasets may be due to the presence of additional circadian transcripts in the driven datasets. The expression of these transcripts may dampen quickly in constant conditions, precluding their inclusion in the entrained datasets. These transcripts may be distinguished from truly driven genes by being phase-shifted in response to *T*-cycles that are longer or shorter than 24 h. To address this hypothesis, we subjected seven arbitrarily selected transcripts from the WC-only-driven datasets to 11 h∶11 h or 13 h∶13 h *T*-cycles. Although the phases of six of seven of these transcripts did not exhibit the expected shifts, the phase of *dpy-7* was advanced or delayed similarly to the examined entrained transcripts (Figures 7C and S3). This observation suggests that the driven datasets may include additional entrained genes, some of which may be entrained by both light and temperature.

### Clock Gene Homologs in *C. elegans* Do Not Exhibit Rhythmic Expression in Whole Animal Profiling Experiments

Although a subset of core clock genes, such as the *doubletime* casein kinase gene, are expressed constitutively [57], genes such as *per* or *tim* exhibit circadian transcription in *Drosophila* [23]–[26]. The *C. elegans* genome is predicted to encode homologs of core clock genes implicated in circadian regulation in *Drosophila* and mammals (www.wormbase.org) [21], and animals mutant for the *per* homolog *lin-42* exhibit an increased circadian period in locomotor behavior upon entrainment to light or temperature cycles [19]. However, upon entrainment by either light or temperature zeitgebers, no significant rhythmicity was found for the expression of the *lin-42 (per)*, *tim-1 (tim)*, *aha-1 (clk/cyc)*, or *atf-2 (vri)* genes (Table S5). 

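*lin-42*, the *per* homolog, had F24 scores of 0.040 and 0.297 in LD by its 2 probe sets, and of 0.070 and 0.011 in WC. *tim-1* had 0.247 in LD and 0.055 in WC, and *aha-1* 0.312 and 0.235 in LD. None of these passed in any of the 6 datasets, nor did limma's 24-h test call those tested (lowest adjusted p in LD 0.0948, for *aha-1*). The first *lin-42* probe set was left out in LD by the filter on low scores and not tested there by limma (its unfiltered pF24 is 0.553). WC series 3 of 1 *lin-42* probe set lies apart from the other 4 (0.88). *atf-2*, the *vri* homolog, did pass in LD: its F24 was 0.454, its fitted amplitude 1.99 (SE 0.33) with a peak at 6.8 h (limma adjusted p = 0.0409), and its light-minus-dark difference 2.78 (SE 0.42), with 3 of 3 series above 0. In WC its F24 was 0.023, and in DD and CC 0.081 and 0.172. As for other LD genes, the *atf-2* call in limma is fragile and is kept in 4 of 13 other settings. It is lost with a linear trend over the day (adjusted p = 0.919) and without any 1 of the 3 LD series.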

We also did not observe changes in *green fluorescent protein (gfp)* expression upon temperature entrainment of wild-type animals transgenic for *atf-2*p*::gfp* and *aha-1*p*::gfp* fusion genes (data not shown). It remains possible, however, that clock gene homologs cycle in a small subset of cells or tissues in *C. elegans*, and/or that these genes exhibit rhythmic expression at the post-transcriptional level.

### Cycling Expression of the *nlp-36* Neuropeptide Gene Can Be Monitored In Vivo

To monitor the rhythmic expression of candidate entrained genes in vivo in *C. elegans*, we established a real-time *gfp*-based reporter system. Expression of the *nlp-36* neuropeptide gene exhibits strong temperature-entrained rhythmic expression (Figure 6A and Table S3). 

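On the arrays, *nlp-36* had an amplitude of 0.57 (SE 0.11) with a peak at 22.2 h in WC (adjusted p = 0.00522, limma) and of 0.44 (SE 0.13) with a peak at 17.8 h in CC, lower in the subjective warm phase in 3 of 3 CC series. Over the WC and CC days together, its F24 was 0.351 and it passed the study's procedure. The CC rhythm alone is not called by limma (adjusted p = 0.377), and the WC call is lost in at least 1 other setting (adjusted p up to 0.0768).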

We generated strains carrying stably integrated transgenes in which the *nlp-36* promoter drives expression of the *gfp* reporter gene fused to sequences encoding a rapidly turning over PEST domain [58]. The *nlp-36*p*::gfp* fusion gene was expressed in the intestine and additional unidentified cells in the head and tail in adult animals (Figure 9A). We subjected transgenic animals to either cold/warm (CW) or WC cycles and quantified GFP fluorescence levels in the intestine at defined time points.

**Figure 9:**
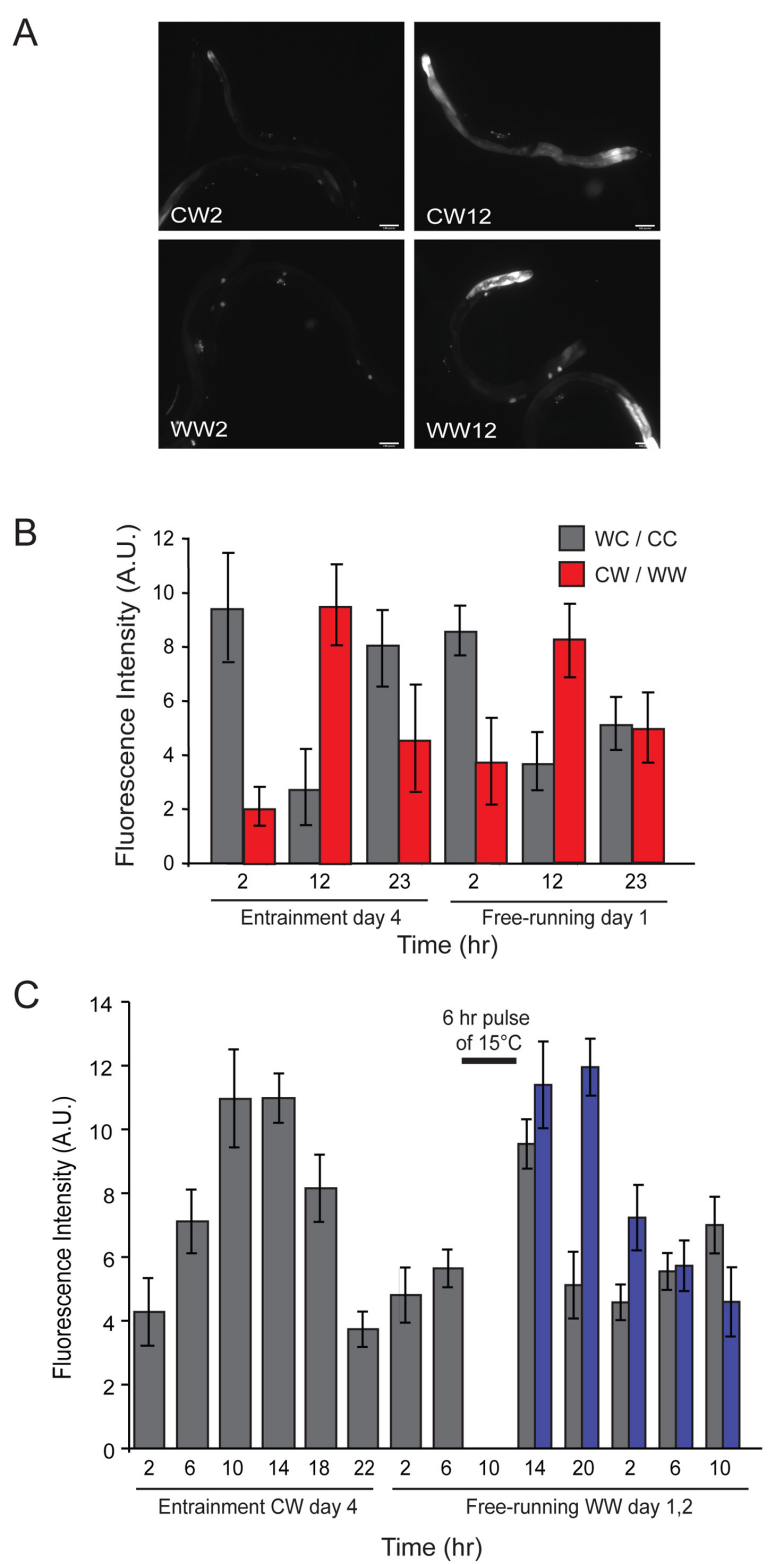
Expression of an *nlp-36*p*::gfp* fusion gene is entrained by temperature cycles. (A) *gfp* expression in transgenic animals carrying stably integrated copies of an *nlp-36*p*::gfp* fusion gene during temperature entrainment (CW) and free-running (WW) conditions. Adult animals were examined under 100× magnification. (B) Quantification of intestinal *nlp-36*p::*gfp* fluorescence intensity (in arbitrary units [A.U.]) at the indicated time points during entrainment or free-running days. Wild-type transgenic animals were entrained to either WC/CC (gray bars) or CW/WW (red bars) cycles. Error bars indicate the s.e.m. Data shown are from two independent experiments with 15–20 animals at each time point. (C) *nlp-36*p*::gfp*-expressing transgenic animals were subjected to CW entrainment cycles and moved to WW conditions. After 6 h at WW, a subset of animals were subjected to a pulse of 15°C temperature for 6 h and returned to WW conditions. Intestinal fluorescence intensities in animals subjected or not subjected to the cold pulse are indicated in blue and gray, respectively. Error bars indicate the standard deviation. *n* = 15–20 animals each at each time point.

*nlp-36*p*::gfp* expression cycled robustly both during entrainment and under free-running conditions, with the expected opposite relative phases in response to CW or WC cycles (Figure 9B). Moreover, cycling persisted for at least two subsequent days in free-running conditions, albeit with dampened amplitude (Figure 10A). Consistent with the absence of *nlp-36* in the set of light-entrained transcripts, we did not observe cycling of *nlp-36*p*::gfp* with light entrainment (Figure S4).

**Figure 10:**
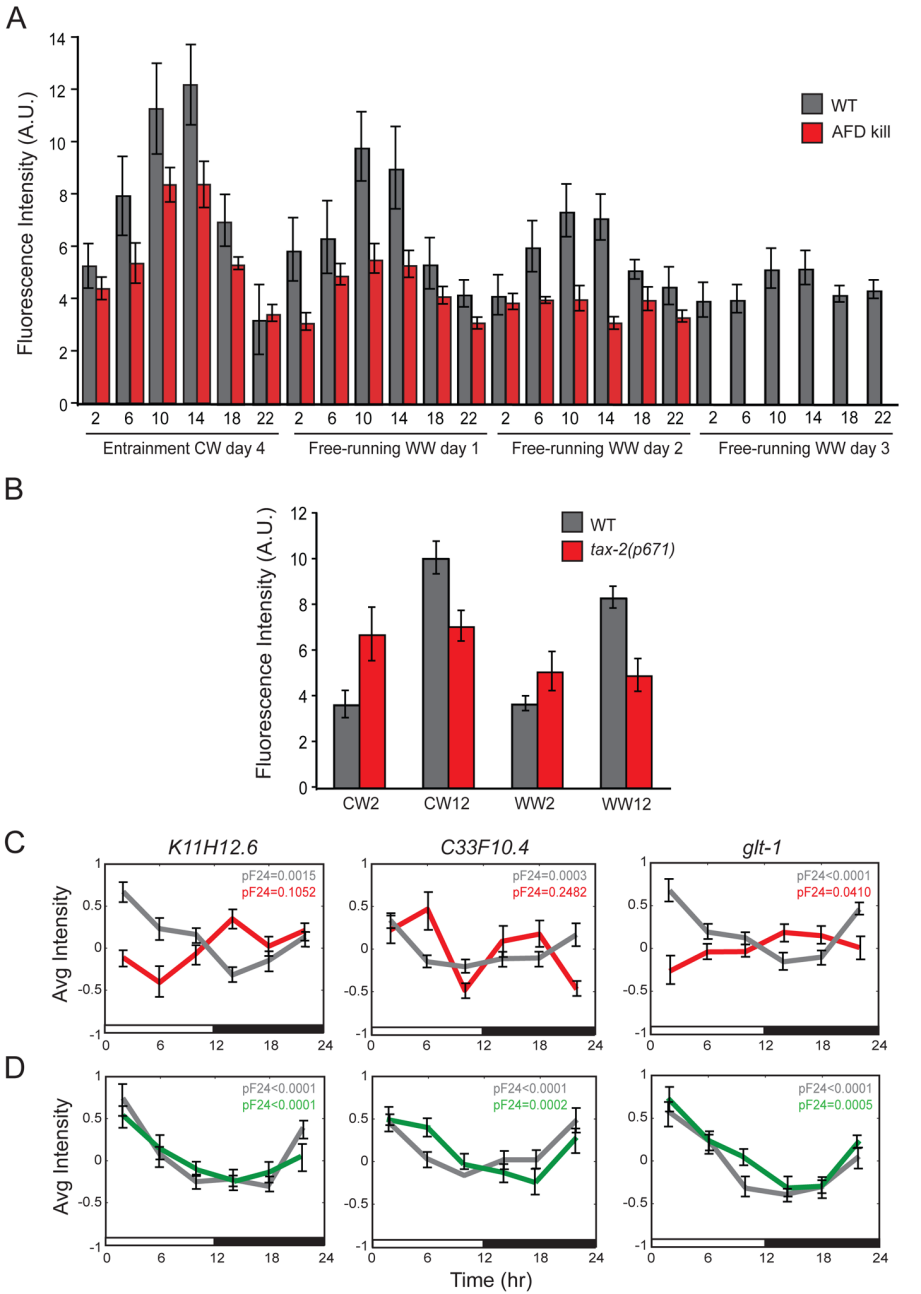
Rhythmic expression of *nlp-36*p*::gfp* is abolished in *tax-2* mutants. (A) Quantification of intestinal *nlp-36*p*::gfp* expression levels in wild-type (gray bars) or AFD-killed animals (red bars) at defined time points during entrainment (CW) followed by 3 d of free-running (WW) conditions. Error bars indicate the s.e.m. Data shown are from two independent experiments of 20 animals each. (B) Fluorescence intensities in wild-type animals (gray bars) or *tax-2* mutant animals (red bars) carrying the *nlp-36*p*::gfp* transgene entrained to temperature cycles (CW/WW). Error bars indicate the s.e.m. Data shown are from two independent experiments. (C) Cycling of selected light-entrained transcripts in wild-type animals (gray) and in *tax-2(p671)* mutants (red) quantified via qRT-PCR. The probabilities of circadian cycling (*pF*_24_) by appending each independent qPCR time course experiment are indicated. (D) Cycling of selected light-entrained transcripts in wild-type animals (gray) and in *lite-1(ce314)* mutants (green) quantified via qRT-PCR. The probabilities of circadian cycling (*pF*_24_) are indicated. The bars below the graphs in (C) and (D) denote the entrainment protocol, with white and black bars indicating the light and dark phases, respectively. Data shown are from two independent biological replicates per time point. Error bars indicate the s.e.m. *n* = 15–20 animals each.

To determine whether the phase of cycling *nlp-36*p*::gfp* expression could be reset upon exposure to a different entraining zeitgeber schedule, we entrained *nlp-36*p*::gfp*-expressing transgenic animals to 12 h∶12 h CW cycles for 4 d. The animals were then shifted to 25°C conditions for 6 h, subjected to cold temperatures (15°C) for 6 h, and returned to 25°C. Quantification of intestinal *gfp* expression levels showed that administration of this temperature pulse resulted in a phase delay (Figure 9C), indicating that *nlp-36* cycling is regulated by a circadian clock.

### Light and Temperature Entrainment of *nlp-36* Expression Requires the *tax-2* Cyclic Nucleotide-Gated Channel

Molecules required to transduce light zeitgeber information to the clock have been well studied [59]–[64], although the molecular mechanisms and circuits that transduce temperature signals are less well understood. In *C. elegans*, the *tax-2* subunit of a cyclic nucleotide-gated channel has been shown to be required for responses to temperature as well as to short-wavelength visible and ultraviolet light [42]–[44],[65],[66]. We found that temperature-entrained rhythmic expression of *nlp-36*p*::gfp* expression in the intestine was significantly affected both during entrainment and free-running conditions in *tax-2* mutants (Figure 10B). Similarly, light-entrained circadian transcription of three examined genes, as measured by qRT-PCR, was also abolished in *tax-2* mutants (Figures 10C), indicating that *tax-2* is required for transduction of both light and temperature zeitgebers to the circadian clock(s). However, light-entrained cycling was unaffected in animals mutant for the transmembrane LITE-1 light receptor protein also shown to be required for light responses in *C. elegans* (Figure 10D) [42],[44],[66].

*tax-2* is expressed in several sensory neuron types, including AFD thermosensory neurons, which is the primary thermosensory neuron type in *C. elegans* [67],[68]. We found that *nlp-36*p*::gfp* expression continued to cycle, albeit with markedly reduced amplitude, in animals in which the AFD neurons had been genetically ablated (Figure 10A; gift of Miriam Goodman, Stanford University). This result suggests that the AFD neurons are not the sole source of temperature information for the clock and that one or more *tax-2*-expressing sensory neurons are required to sense and transduce environmental temperature information to entrain rhythms.

## Discussion

In the present study, we report the first identification, to our knowledge, of circadian-regulated transcripts in *C. elegans*. These transcripts are entrained by LD or WC cycles and continue to oscillate during free-running conditions with temperature-compensated periods and phases that are dependent on entraining conditions. Both light and temperature can act as zeitgebers, and they drive as well as entrain transcripts at the genome-wide level. Genome-wide circadian expression is regulated by environmental information received by a small set of sensory neuron(s), suggesting that, similar to observations in vertebrates, light and temperature information may act cell-nonautonomously to entrain the clock(s) in *C. elegans*. Our findings also imply that *C. elegans* may utilize a timekeeping mechanism that is distinct from that described previously in other animals.

In *C. elegans*, as well as in *Drosophila*, temperature cycles drive the expression of a larger set of genes than do light cycles [41],[47]. Genes implicated in metabolism appear to be enriched in the temperature-driven transcript sets, whereas genes implicated in circadian behaviors such as locomotion and reproduction are enriched in the entrained datasets in both organisms ([47] and this study). However, there is a surprising lack of overlap between the temperature- and light-entrained datasets in *C. elegans*. In contrast, in *Drosophila*, light and temperature cooperatively entrain a single transcriptional clock [47],.

What does this almost complete lack of overlap between the two *C. elegans* entrained datasets imply? At one extreme, light and temperature might act via different mechanisms to entrain two distinct clocks. Multiple clocks within a single organism are not unprecedented [4], although there is no evidence for a similar situation in metazoans. On the contrary, *Drosophila* has only a single clock that runs in multiple cells and tissues [47],[69]. Similarly, *C. elegans* may have a single clock that is entrained by light or temperature in different tissues. In this scenario, the different locations may have completely distinct sets of output genes, accounting for the nonoverlapping datasets. However, in this case, cycling clock mRNAs are expected to be shared in common between the two sets since in all eukaryotic circadian systems, from plants to mammals, many clock mRNAs undergo circadian oscillations at the transcriptional level [23],[24],[71],[72]. Since it is unlikely that a clock based on transcriptional feedback loops would have only one cycling mRNA (e.g., the *swd-3.3* gene), *C. elegans* may have a novel clock mechanism. Consistent with this hypothesis, homologs of animal clock genes do not cycle in *C. elegans*. Recent analysis has suggested that the ascidian *Ciona intestinalis* also has a divergent circadian clock, further suggesting multiple evolutionary origins of the animal circadian mechanism [73]. However, it remains possible that cycling clock mRNAs were not identified in our genome-wide studies because of masking by noncycling expression in other tissue types, or that clock proteins exhibit functional rhythmicity in *C. elegans* via post-translational modifications [74]–[76].

An alternative possibility, consistent with the presence of a single clock, is that cycling clock mRNAs as well as common output genes are present in the two driven datasets. These datasets have a statistically significant overlap, which is expected for clock and clock-regulated mRNAs. However, these transcripts do not appear to maintain cycling in free-running conditions. Although free-running rhythms are considered to be the sine qua non for circadian genes, some bona fide circadian rhythms damp quickly in constant conditions. For example, *Drosophila* peripheral rhythms damp rapidly in the absence of a light–dark cycle, including transcriptional rhythms of the clock genes themselves [77],[78]. Consistent with this scenario, we identified one of seven examined transcripts in the WC-driven datasets with characteristics of an entrained rather than a strictly driven transcript. The number of entrained transcripts is, therefore, likely to be larger, and both clock mRNAs and shared output genes may be present within the set of entrained genes whose expression is severely dampened under constant conditions. Further molecular and genetic analyses will allow us to distinguish among the above possibilities.

What are the behavioral consequences of circadian rhythmicity in *C. elegans*? Although locomotion has been reported to be under circadian control and genes implicated in locomotor behaviors are enriched in the WC-entrained dataset, this behavioral output does not appear to be particularly robust, and exhibits marked animal-to-animal variability [16],[19]. Locomotor behaviors in *C. elegans* are complex and can be dissected into multiple behavioral components [79]–[83]. Reported analyses of circadian locomotor behavior relied largely on quantification of gross overall movement [16],[18], suggesting that detailed analyses of the underlying components may reveal more robust clock control. Since reproduction-related genes are also enriched in the entrained datasets, additional biologically relevant behaviors such as egg-laying or mating may also be regulated in a circadian manner in *C. elegans*. Identification of circadian transcriptional rhythms in *C. elegans* now provides the necessary reagents to characterize the molecular identity, the neuronal circuits, and the behavioral consequences of clock function in this important model organism.

## Materials and Methods

### *C. elegans* Strains and Culture Conditions

The wild-type strain used was *C. elegans* variety Bristol, strain N2. Animals were cultured on *Escherichia coli* HB101. Mutant strains used were the following: PR671 *tax-2(p671)* [65], KG1180 *lite-1(ce314)* [66], and GN112 (*pgIs2*) (gift of M. Goodman, Stanford University). The AFD neurons are ablated in the GN112 strain via expression of reconstituted caspases under the AFD-specific *gcy-8* promoter [84],[85]. Double mutant strains were constructed using standard methods.

### Entrainment Methods

Growth-synchronized populations of wild-type late L1 larvae were transferred to plates seeded with bacteria. Two populations of animals were entrained to opposing light–dark or temperature cycles in two different incubators: 12 h at 25°C followed by 12 h at 15°C (WC), or to 12 h of light followed by 12 h of dark (LD). After reaching adulthood, the two populations of animals were transferred to the same incubator and allowed to free-run at constant 15°C (CC) or in constant darkness (DD). The time point 0 h indicates lights on or the start of the warm phase, 12 h indicates lights off or the start of the cold phase. Temperature cycling experiments were conducted in DD in temperature programmable incubators (Tritech Research). Light–dark cycling experiments were conducted at 18°C in programmable incubators (Precision Scientific; cold white light [light source F20T12/CW] at about 500–1,000 lux). To inhibit progeny production during entrainment, L4 larvae were quickly transferred to plates containing bacteria and 25 µM FUDR. Adults were harvested and washed in cold 1× M9 buffer (<15 min) every 4 h during the last day of entrainment and subsequent free-running days.

### Microarray Hybridization

Trizol Reagent (Invitrogen) was added to harvested worm samples and pellets were immediately frozen in liquid nitrogen. Extracted total RNA was treated with DNAase (New England Biolabs) as described [86]. cDNA synthesis was performed using T7-oligo(dT) primer and Superscript II (Affymetrix). Biotin-labeled cRNA was generated using the GeneChip IVT labeling kit (Affymetrix) and following the methods described in the Affymetrix GeneChip manual. Hybridization, washing, staining, and scanning of the cRNAs to the Affymetrix *C. elegans* Genome Arrays were performed as recommended by the manufacturer.

### Microarray Data Analysis

#### Expression, normalization, and standardization

The Affymetrix software was used to scan and generate .DAT and .CEL files of microarrays. Raw data can be accessed in Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo/; accession number GSE23528). The GeneChip Robust Multiarray Averaging method in the R v2.7.1 software package was used to derive log_2_ expression values for each probe set from Affymetrix-generated .CEL files. Expression values were normalized and standardized as described [87]. Briefly, for each time point in a time series experiment, the expression level relative to the mean (in log_2_ expression values) over that experiment was calculated. This normalization was performed separately for each independent time series experiment. Arrays in the independent time course experiments were standardized by setting the mean expression of each array to 0 and the variance to 1 [87]. Transcripts with low average signal intensities were excluded from further analyses.

#### ANOVA prescreening

Normalized and standardized expression values from each independent time series experiment were prescreened with ANOVA using a custom-written MATLAB code [87] (generously provided by K. Keegan). For each transcript on the arrays, a single-factor ANOVA was performed across all six time points during the entrainment or the free-running days, where each time point is a group and each array is an individual within the group. An ANOVA *p*-value of less than 0.05 was required for a transcript to pass prescreening.

#### Fourier analysis

Circadian oscillatory transcripts with 24-h periods were identified by Fourier transformation. Normalized and standardized data (see above) for each independent time series experiment were appended, and the 24-h spectral power (*F*_24_) was determined for each transcript. The spectral power score and significance of this power (power *p*-value) generated via comparison with a randomly permuted dataset (1,000 permutations) for all analyzed periods were obtained using a custom-written MATLAB code [87] (provided by K. Keegan). We elected to use a single ordering of the days in the appended profile, since these analyses (with the exception of the AC_24_ score, see below) are insensitive to the order of the days in the appended time series experiments. Transcripts that exhibited *pF*_24_-values of less than 0.02 were analyzed further.

#### Autocorrelation

An autocorrelation (AC_24_) method was used to measure the correlation between time points that are 24 h apart by fitting the six time points collected during the entrainment day to the six time points collected during the free-running day. A previously described R code [46] was used to calculate AC_24_ scores. Transcripts that passed this analysis were required to have an average AC_24_ score determined from three independent 2-d time series experiments of greater than zero.

#### False discovery rate analysis

To estimate the false positive discovery rate, the expression values of time series experiments for all datasets were randomly permuted (see Table S1). These randomly permuted data were used to perform ANOVA and *F*_24_ analysis as described above. The percentage of false discovery rate in Table S1 represents the percentage of unpermuted transcripts that were identified in the randomly permuted dataset.

#### Fold change

Transcripts exhibiting an average fold change of greater than 1.5 (log_2_-transformed expression values) between their highest and lowest expression values among the six time points of a time series experiment were selected.

### QQ Plots

QQ plots were generated to determine whether particular periods are enriched in the microarray datasets [41]. Briefly, 1,000 permutations of the ordering of time points for all transcripts within each appended time series experiment (LD only, DD only, LD/DD, WC only, CC only, and WC/CC datasets) were conducted, and the permuted Fourier score for the resulting time series experiments was calculated. The 1,000 permuted Fourier scores were then divided into a number of quantiles equal to the number represented in the unpermuted dataset. The distributions of Fourier scores found in unpermuted data and the permuted data quantiles were then compared and shown in QQ plots.

### Gene Functional Annotation Analysis

Candidate-driven and circadian-entrained transcripts were grouped by their Biological Process 3 GO term and analyzed for enrichment relative to all transcripts present on the GeneChip using functional annotation tools in DAVID (http://david.abcc.ncifcrf.gov/).

### qRT-PCR

cDNA synthesis was performed from total RNA using T7-oligo(dT) primer and Superscript III (Invitrogen). Real-time qRT-PCR analysis was performed using a Corbett Research Rotor-Gene 3000 thermal cycler. Normalization was carried out using the *act-3* actin or the *ard-1* short-chain alcohol dehydrogenase genes (expression levels of these genes do not appear to cycle). Primer sequences are available upon request. *pF*_24_-values were assessed as described above.

### In Vivo Monitoring of *gfp-pest* Expression

About 3.5-kb upstream sequences of the *nlp-36* predicted neuropeptide gene were fused to *gfp*-encoding sequences that included a PEST domain [58]. Multiple copies of the *nlp-36*p*::gfp-pest* transgene were stably integrated into the genome of wild-type animals together with the *unc-122*p*::dsRed* marker to generate the PY7644 (*oyIs80*) strain. To obtain a growth-synchronized population of L1 larvae, ten adult animals were transferred to seeded plates and were allowed to lay approximately 50 eggs. Wild-type animals, *tax-2* mutants, and AFD-killed L1 larvae carrying the *oyIs80* transgene were entrained for 4 d to temperature cycles (12 h∶12 h) under well-fed conditions, and intestinal *nlp-36*p*::gfp-pest* fluorescence intensity was determined at specific time points during entrainment and free-running days. No FUDR was added during the entrainment protocol. Images of 15–20 adult animals were acquired at 100× magnification using a compound microscope (Zeiss) equipped with epifluorescence and a CCD camera (Hamamatsu Photonics) at each time point. Levels of intestinal expression were quantified in arbitrary units using Image J (National Institutes of Health).

## Supporting Information

Figure S1 **Analysis of temperature-driven transcripts.** (A) Comparison of qRT-PCR (gray) and microarray expression array (black) data of randomly selected WC-driven transcripts. The probability of significance of circadian cycling (*pF*_24_) as compared to a randomized dataset was calculated by appending each independent dataset. There are two probe sets each for *acs-2* and *cyp-35C1* on the GeneChips. Bars below the graphs denote the entrainment protocols, with red and blue bars indicating the warm (25°C) and cold (15°C) phases, respectively. (B) qRT-PCR data of temperature-driven transcripts under constant conditions (15°C). Data shown are an average of three biologically independent replicates per time point for the microarray data and two biologically independent replicates per time point for the qRT-PCR data.
(0.70 MB TIF)

Figure S2 **Analysis of light- and temperature-entrained transcripts.** (A) Comparison of qRT-PCR (gray) and microarray expression array (black) data of arbitrarily selected light- and temperature-entrained transcripts. The probability of significance of circadian cycling (*pF*_24_) as compared to a randomized dataset was calculated by appending each independent microarray or qRT-PCR time course experiment. Bars below the graphs denote the entrainment protocols, with white, black, and gray bars indicating the light, dark, and subjective light phases, respectively, and with red, blue, and light blue bars indicating the warm (25°C), cold (15°C), and subjective warm phases, respectively. Data shown are an average of three biologically independent replicates per time point for the microarray data, and two biologically independent replicates per time point for the qRT-PCR data. (B) qRT-PCR data of light- and temperature-entrained transcripts under constant conditions. Data shown are an average of two biologically independent replicates per time point for the microarray data, and two biologically independent replicates per time point for the qRT-PCR data, with the exception of *K11H12.6* and *C33F10.4*, for which data from one experiment were analyzed.
(0.80 MB TIF)

Figure S3 **Phases of transcripts from the WC-driven datasets.** Animals were entrained to the indicated *T*-cycles for 3 d and RNA was collected on the fourth day. qRT-PCR data for each time point are the average of two technical replicates from one biological experiment.
(0.84 MB TIF)

Figure S4 ***nlp-36*** **p** ***::gfp*** **expression does not cycle upon light entrainment.** Fluorescence intensities in wild-type animals (gray bars) or *tax-2* mutant animals (red bars) carrying the *nlp-36*p*::gfp* transgene entrained to light cycles (LD/DD). Error bars indicate the standard error of the mean (s.e.m). Data shown are from two independent experiments.
(0.18 MB TIF)

Table S1 **False discovery rate analysis of datasets.**
(0.11 MB DOC)

Table S2 **GO categories and lists of all light- and temperature-driven transcripts.**
(1.18 MB XLS)

Table S3 **GO categories and lists of all light- and temperature-entrained transcripts.**
(0.47 MB XLS)

Table S4 **Fourier analyses of periods at different temperatures.**
(0.06 MB DOC)

Table S5 **Transcripts of** ***C. elegans*** **clock genes do not oscillate in a circadian manner.**
(0.06 MB DOC)

## Abbreviations

CC: constant cold
CW: cold/warm
DD: constant darkness
FUDR: 5-fluoro-2-deoxyuridine
*gfp*: *green fluorescent protein*
GO: Gene Ontology
LD: light/dark
QQ: quantile–quantile
qRT-PCR: quantitative reverse transcription PCR
s.e.m.: standard error of the mean
WC: warm/cold

## References

[1] Young M. W, Kay S. A (2001). Time zones: a comparative genetics of circadian clocks.. Nat Rev Genet.

[2] Rosbash M (2009). The implications of multiple circadian clock origins.. PLoS Biol.

[3] Kondo T (2007). A cyanobacterial circadian clock based on the Kai oscillator.. Cold Spring Harb Symp Quant Biol.

[4] Bell-Pedersen D, Cassone V. M, Earnest D. J, Golden S. S, Hardin P. E (2005). Circadian rhythms from multiple oscillators: lessons from diverse organisms.. Nat Rev Genet.

[5] Yu W, Hardin P. E (2006). Circadian oscillators of *Drosophila* and mammals.. J Cell Sci.

[6] Johnson C. H, Mori T, Xu Y (2008). A cyanobacterial circadian clockwork.. Curr Biol.

[7] Allada R, Emery P, Takahashi J. S, Rosbash M (2001). Stopping time: the genetics of fly and mouse circadian clocks.. Annu Rev Neurosci.

[8] Allada R, Chung B. Y (2010). Circadian organization of behavior and physiology in *Drosophila*.. Annu Rev Physiol.

[9] de Bono M, Maricq A. V (2005). Neuronal substrates of complex behaviors in *C. elegans*.. Annu Rev Neurosci.

[10] Fielenbach N, Antebi A (2008). *C. elegans* dauer formation and the molecular basis of plasticity.. Genes Dev.

[11] Antebi A (2007). Genetics of aging in *Caenorhabditis elegans*.. PLoS Genet.

[12] Conradt B (2009). Genetic control of programmed cell death during animal development.. Annu Rev Genet.

[13] Ramot D, MacInnis B. L, Lee H. C, Goodman M. B (2008). Thermotaxis is a robust mechanism for thermoregulation in *Caenorhabditis elegans* nematodes.. J Neurosci.

[14] Robinson A. F (1994). Movement of five nematode species through sand subjected to natural temperature gradient fluctuations.. J Nematol.

[15] Kiontke K, Sudhaus W (2006). Ecology of *Caenorhabditis* species.. WormBook.

[16] Saigusa T, Ishizaki S, Watabiki S, Ishii N, Tanakadate A (2002). Circadian behavioural rhythm in *Caenorhabditis elegans*.. Curr Biol.

[17] Kippert F, Saunders D. S, Blaxter M. L (2002). *Caenorhabditis elegans* has a circadian clock.. Curr Biol.

[18] Simonetta S. H, Golombek D. A (2007). An automated tracking system for *Caenorhabditis elegans* locomotor behavior and circadian studies application.. J Neurosci Methods.

[19] Simonetta S. H, Migliori M. L, Romanowski A, Golombek D. A (2009). Timing of locomotor activity circadian rhythms in *Caenorhabditis elegans*.. PLoS ONE.

[20] Simonetta S. H, Romanowski A, Minniti A. N, Inestrosa N. C, Golombek D. A (2008). Circadian stress tolerance in adult *Caenorhabditis elegans*.. J Comp Physiol A Neuroethol Sens Neural Behav Physiol.

[21] Jeon M, Gardner H. F, Miller E. A, Deshler J, Rougvie A. E (1999). Similarity of the *C. elegans* developmental timing protein LIN-42 to circadian rhythm proteins.. Science.

[22] McDonald M. J, Rosbash M, Emery P (2001). Wild-type circadian rhythmicity is dependent on closely spaced E boxes in the *Drosophila timeless* promoter.. Mol Cell Biol.

[23] Hardin P. E, Hall J. C, Rosbash M (1992). Circadian oscillations in *period* gene mRNA levels are transcriptionally regulated.. Proc Natl Acad Sci U S A.

[24] Sehgal A, Rothenfluh-Hilfiker A, Hunter-Ensor M, Chen Y, Myers M. P (1995). Rhythmic expression of timeless: a basis for promoting circadian cycles in period gene autoregulation.. Science.

[25] Tei H, Okamura H, Shigeyoshi Y, Fukuhara C, Ozawa R (1997). Circadian oscillation of a mammalian homologue of the *Drosophila period* gene.. Nature.

[26] Shearman L. P, Zylka M. J, Weaver D. R, Kolakowski L. F, Reppert S. M (1997). Two period homologs: circadian expression and photic regulation in the suprachiasmatic nuclei.. Neuron.

[27] Gallego M, Virshup D. M (2007). Post-translational modifications regulate the ticking of the circadian clock.. Nat Rev Mol Cell Biol.

[28] Mehra A, Baker C. L, Loros J. J, Dunlap J. C (2009). Post-translational modifications in circadian rhythms.. Trends Biochem Sci.

[29] Liu Y, Garceau N. Y, Loros J. J, Dunlap J. C (1997). Thermally regulated translational control of FRQ mediates aspects of temperature responses in the *Neurospora* circadian clock.. Cell.

[30] Garceau N. Y, Liu Y, Loros J. J, Dunlap J. C (1997). Alternative initiation of translation and time-specific phosphorylation yield multiple forms of the essential clock protein FREQUENCY.. Cell.

[31] Nakajima M, Imai K, Ito H, Nishiwaki T, Murayama Y (2005). Reconstitution of circadian oscillation of cyanobacterial KaiC phosphorylation in vitro.. Science.

[32] Kadener S, Menet J. S, Sugino K, Horwich M. D, Weissbein U (2009). A role for microRNAs in the *Drosophila* circadian clock.. Genes Dev.

[33] Claridge-Chang A, Wijnen H, Naef F, Boothroyd C, Rajewsky N (2001). Circadian regulation of gene expression systems in the *Drosophila* head.. Neuron.

[34] Ceriani M. F, Hogenesch J. B, Yanovsky M, Panda S, Straume M (2002). Genome-wide expression analysis in *Drosophila* reveals genes controlling circadian behavior.. J Neurosci.

[35] McDonald M. J, Rosbash M (2001). Microarray analysis and organization of circadian gene expression in *Drosophila*.. Cell.

[36] Ueda H. R, Matsumoto A, Kawamura M, Iino M, Tanimura T (2002). Genome-wide transcriptional orchestration of circadian rhythms in *Drosophila*.. J Biol Chem.

[37] Akhtar R. A, Reddy A. B, Maywood E. S, Clayton J. D, King V. M (2002). Circadian cycling of the mouse liver transcriptome, as revealed by cDNA microarray, is driven by the suprachiasmatic nucleus.. Curr Biol.

[38] Correa A, Lewis Z. A, Greene A. V, March I. J, Gomer R. H (2003). Multiple oscillators regulate circadian gene expression in *Neurospora*.. Proc Natl Acad Sci U S A.

[39] Duffield G. E, Best J. D, Meurers B. H, Bittner A, Loros J. J (2002). Circadian programs of transcriptional activation, signaling, and protein turnover revealed by microarray analysis of mammalian cells.. Curr Biol.

[40] Nowrousian M, Duffield G. E, Loros J. J, Dunlap J. C (2003). The *frequency* gene is required for temperature-dependent regulation of many clock-controlled genes in *Neurospora crassa*.. Genetics.

[41] Wijnen H, Naef F, Boothroyd C, Claridge-Chang A, Young M. W (2006). Control of daily transcript oscillations in *Drosophila* by light and the circadian clock.. PLoS Genet.

[42] Ward A, Liu J, Feng Z, Xu X. Z (2008). Light-sensitive neurons and channels mediate phototaxis in *C. elegans*.. Nat Neurosci.

[43] Hedgecock E. M, Russell R. L (1975). Normal and mutant thermotaxis in the nematode *Caenorhabditis elegans*.. Proc Natl Acad Sci U S A.

[44] Liu J, Ward A, Gao J, Dong Y, Nishio N (2010). *C. elegans* phototransduction requires a G protein-dependent cGMP pathway and a taste receptor homolog.. Nat Neurosci.

[45] Mitchell D. H, Stiles J. W, Santelli J, Sanadi D. R (1979). Synchronous growth and aging of *Caenorhabditis elegans* in the presence of fluorodeoxyuridine.. J Gerontol.

[46] Wijnen H, Naef F, Young M. W (2005). Molecular and statistical tools for circadian transcript profiling.. Methods Enzymol.

[47] Boothroyd C. E, Wijnen H, Naef F, Saez L, Young M. W (2007). Integration of light and temperature in the regulation of circadian gene expression in *Drosophila*.. PLoS Genet.

[48] Hughes M. E, DiTacchio L, Hayes K. R, Vollmers C, Pulivarthy S (2009). Harmonics of circadian gene transcription in mammals.. PLoS Genet.

[49] Ashburner M, Ball C. A, Blake J. A, Botstein D, Butler H (2000). Gene ontology: tool for the unification of biology. The Gene Ontology Consortium.. Nat Genet.

[50] Hardin P. E (2006). Essential and expendable features of the circadian timekeeping mechanism.. Curr Opin Neurobiol.

[51] Hastings J. W, Sweeney B. M (1957). On the mechanism of temperature independence in a biological clock.. Proc Natl Acad Sci U S A.

[52] Roenneberg T, Dragovic Z, Merrow M (2005). Demasking biological oscillators: properties and principles of entrainment exemplified by the *Neurospora* circadian clock.. Proc Natl Acad Sci U S A.

[53] Merrow M, Brunner M, Roenneberg T (1999). Assignment of circadian function for the *Neurospora* clock gene *frequency*.. Nature.

[54] Aschoff J, Pohl H (1978). Phase relations between a circadian rhythm and its zeitgeber within the range of entrainment.. Naturwissenschaften.

[55] Roenneberg T, Daan S, Merrow M (2003). The art of entrainment.. J Biol Rhythms.

[56] Brown S. A, Ripperger J, Kadener S, Fleury-Olela F, Vilbois F (2005). PERIOD1-associated proteins modulate the negative limb of the mammalian circadian oscillator.. Science.

[57] Kloss B, Price J. L, Saez L, Blau J, Rothenfluh A (1998). The *Drosophila* clock gene *double-time* encodes a protein closely related to human casein kinase Iepsilon.. Cell.

[58] Frand A. R, Russel S, Ruvkun G (2005). Functional genomic analysis of *C. elegans* molting.. PLoS Biol.

[59] Berson D. M, Dunn F. A, Takao M (2002). Phototransduction by retinal ganglion cells that set the circadian clock.. Science.

[60] Hattar S, Lucas R. J, Mrosovsky N, Thompson S, Douglas R. H (2003). Melanopsin and rod-cone photoreceptive systems account for all major accessory visual functions in mice.. Nature.

[61] Stanewsky R, Kaneko M, Emery P, Beretta B, Wager-Smith K (1998). The *cryb* mutation identifies cryptochrome as a circadian photoreceptor in *Drosophila*.. Cell.

[62] Emery P, So W. V, Kaneko M, Hall J. C, Rosbash M (1998). CRY, a *Drosophila* clock and light-regulated cryptochrome, is a major contributor to circadian rhythm resetting and photosensitivity.. Cell.

[63] van der Horst G. T, Muijtjens M, Kobayashi K, Takano R, Kanno S (1999). Mammalian Cry1 and Cry2 are essential for maintenance of circadian rhythms.. Nature.

[64] Ballario P, Vittorioso P, Magrelli A, Talora C, Cabibbo A (1996). White collar-1, a central regulator of blue light responses in *Neurospora*, is a zinc finger protein.. EMBO J.

[65] Coburn C, Bargmann C. I (1996). A putative cyclic nucleotide-gated channel is required for sensory development and function in *C. elegans*.. Neuron.

[66] Edwards S. L, Charlie N. K, Milfort M. C, Brown B. S, Gravlin C. N (2008). A novel molecular solution for ultraviolet light detection in *Caenorhabditis elegans*.. PLoS Biol.

[67] Prahlad V, Cornelius T, Morimoto R. I (2008). Regulation of the cellular heat shock response in *Caenorhabditis elegans* by thermosensory neurons.. Science.

[68] Mori I, Ohshima Y (1995). Neural regulation of thermotaxis in *Caenorhabditis elegans*.. Nature.

[69] Yoshii T, Vanin S, Costa R, Helfrich-Forster C (2009). Synergic entrainment of *Drosophila*'s circadian clock by light and temperature.. J Biol Rhythms.

[70] Matsumoto A, Matsumoto N, Harui Y, Sakamoto M, Tomioka K (1998). Light and temperature cooperate to regulate the circadian locomotor rhythm of wild type and *period* mutants of *Drosophila* melanogaster.. J Insect Physiol.

[71] Gekakis N, Staknis D, Nguyen H. B, Davis F. C, Wilsbacher L. D (1998). Role of the CLOCK protein in the mammalian circadian mechanism.. Science.

[72] Alabadi D, Oyama T, Yanovsky M. J, Harmon F. G, Mas P (2001). Reciprocal regulation between TOC1 and LHY/CCA1 within the *Arabidopsis* circadian clock.. Science.

[73] Minamoto T, Hanai S, Kadota K, Oishi K, Matsumae H (2009). Circadian clock in *Ciona intestinalis* revealed by microarray analysis and oxygen consumption.. J Biochem.

[74] Cha J, Huang G, Guo J, Liu Y (2007). Posttranslational control of the *Neurospora* circadian clock.. Cold Spring Harb Symp Quant Biol.

[75] Zheng X, Sehgal A (2008). Probing the relative importance of molecular oscillations in the circadian clock.. Genetics.

[76] Harms E, Kivimae S, Young M. W, Saez L (2004). Posttranscriptional and posttranslational regulation of clock genes.. J Biol Rhythms.

[77] Hardin P. E (1994). Analysis of period mRNA cycling in *Drosophila* head and body tissues indicates that body oscillators behave differently from head oscillators.. Mol Cell Biol.

[78] Plautz J. D, Kaneko M, Hall J. C, Kay S. A (1997). Independent photoreceptive circadian clocks throughout *Drosophila*.. Science.

[79] Chalfie M, Sulston J. E, White J. G, Southgate E, Thomson J. N (1985). The neural circuit for touch sensitivity in *Caenorhabditis elegans*.. J Neurosci.

[80] Croll N. A (1975). Components and patterns in the behavior of the nematode *Caenorhabditis elegans*.. J Zool (1987).

[81] Gray J. M, Hill J. J, Bargmann C. I (2005). A circuit for navigation in *Caenorhabditis elegans*.. Proc Natl Acad Sci U S A.

[82] Pierce-Shimomura J. T, Morse T. M, Lockery S. R (1999). The fundamental role of pirouettes in *Caenorhabditis elegans* chemotaxis.. J Neurosci.

[83] Srivastava N, Clark D. A, Samuel A. D (2009). Temporal analysis of stochastic turning behavior of swimming *C. elegans*.. J Neurophysiol.

[84] Yu S, Avery L, Baude E, Garbers D. A (1997). Guanylyl cyclase expression in specific sensory neurons: A new family of chemosensory receptors.. Proc Natl Acad Sci U S A.

[85] Chelur D. S, Chalfie M (2007). Targeted cell killing by reconstituted caspases.. Proc Natl Acad Sci U S A.

[86] Portman D. S, The *C. elegans* Research Community, editor (2006). Profiling *C. elegans* gene expression with DNA microarrays. WormBook.

[87] Keegan K. P, Pradhan S, Wang J. P, Allada R (2007). Meta-analysis of *Drosophila* circadian microarray studies identifies a novel set of rhythmically expressed genes.. PLoS Comput Biol.

# Supplementary material for: Genome-Wide Analysis of Light- and Temperature-Entrained Circadian Transcripts in Caenorhabditis elegans
**Source:** PLoS Biol. 2010 Oct 12;8(10):e1000503. doi: 10.1371/journal.pbio.1000503
**Supplement:** Table S1 — False discovery rate analysis of datasets. (0.11 MB DOC)

**Supplemental Table 1.** FDR analysis of data sets.

| **Dataset** | **Days** | **Analysis** | **Number of Probe sets**1 | | **FDR**  **%** |
| --- | --- | --- | --- | --- | --- |
| **Detected**  **Real Data** | **Detected Randomized Data**2 |
| LD/DD | 6 | Probe Sets | 13990 | 13990 | - |
|  |  | Pass pF24<0.02 | 2091 | 276 | 10 |
|  |  | Pass pANOVA(DD)<0.05 | 1024 | 634 | 62 |
|  |  | Pass pANOVA(DD) and pF24 | 618 | 67 | 11 |
|  |  | Pass pANOVA, pF24, AC24, and LD/DD-fold change | 431 | 5 | 1.1 |
| **LD/DD** |  | **Pass pANOVA, pF24, AC24, LD/DD-fold change, and AC24 control**3 | **294** | 0 | 0 |
| DD | 3 | Probe Sets | 14082 | 14082 | - |
|  |  | Pass pF24<0.02 | 1148 | 265 | 23 |
|  |  | Pass pANOVA<0.05 | 1026 | 637 | 62 |
|  |  | Pass pANOVA and pF24 | 587 | 11 | 2 |
|  |  | Pass pANOVA, pF24, AC24, and DD-fold change, and AC24 control**3** | 367 | 0 | 0 |
| **DD-only** |  | **Pass all filters/thresholds, and do not cycle in LD and LD/DD** | **112** | - | - |
| LD | 3 | Probe Sets | 13679 | 13679 | - |
|  |  | Pass pF24<0.02 | 2275 | 279 | 12 |
|  |  | Pass pANOVA<0.05 | 1778 | 631 | 35 |
|  |  | Pass pANOVA and pF24 | 1378 | 10 | 0.7 |
|  |  | Pass pANOVA, pF24, AC24, LD-fold change, and AC24 control3 | 913 | 1 | 0.1 |
| **LD-only** |  | **Pass all filters/thresholds, and do not cycle in DD and LD/DD** | **775** | - | - |
| WC/CC | 6 | Probe Sets | 14331 | 14331 | - |
|  |  | Pass pF24<0.02 | 1243 | 310 | 25 |
|  |  | Pass pANOVA(CC)<0.05 | 658 | 625 | 95 |
|  |  | Pass pANOVA(CC) and pF24 | 135 | 55 | 41 |
| **WC/CC** |  | **Pass pANOVA, pF24, AC24, and WC/CC-fold change** | **88** | 2 | 2.3 |
| CC | 3 | Probe Sets | 14146 | 14146 | - |
|  |  | Pass pF24<0.02 | 705 | 284 | 40 |
|  |  | Pass pANOVA<0.05 | 657 | 526 | 80 |
|  |  | Pass pANOVA and pF24 | 346 | 101 | 29 |
|  |  | Pass pANOVA, pF24, AC24, and CC-fold change | 326 | 8 | 2.5 |
| **CC-only** |  | **Pass all filters/thresholds, and do not cycle in WC and WC/CC** | **198** | - | - |
| WC | 5 | Probe Sets | 14624 | 14624 | - |
|  |  | Pass pF24<0.02 | 2595 | 297 | 11 |
|  |  | Pass pANOVA<0.05 | 2923 | 668 | 23 |
|  |  | Pass pANOVA and pF24 | 1948 | 153 | 7.9 |
|  |  | Pass pANOVA, pF24, AC24, and WC-fold change | 1899 | 14 | 0.73 |
| **WC-only** |  | **Pass all filters/thresholds, and do not cycle in CC and WC/CC** | **1817** | - | - |

**1 Transcripts with log2 transformed expressed value lower than 10 average were excluded (see Material and Methods).**

**2 Transcripts were randomly permuted once (see Material and Methods).**

**3 AC24 control was calculated by measuring the correlation between time-points that are 24 hr apart by fitting the six time points collected during the entrained day to the six time points during the non-entrained control day performed in parallel. Transcripts from two-independent one-day time-series experiments were required to have an average AC24 score of <0 (see Material and Methods).**

# Supplementary material for: Genome-Wide Analysis of Light- and Temperature-Entrained Circadian Transcripts in Caenorhabditis elegans
**Source:** PLoS Biol. 2010 Oct 12;8(10):e1000503. doi: 10.1371/journal.pbio.1000503
**Supplement:** Table S4 — Fourier analyses of periods at different temperatures. (0.06 MB DOC)

**Supplemental Table 4.** Fourier analyses of periods at different temperatures.

| **Gene** | **T(°C)** | **Fourier analysis of zero-padded data1** | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **F28.8** | **pF28.80** | **F26.19** | **pF26.19** | **F24** | **pF24** | **F22.15** | **pF22.15** | **F20.57** | **pF20.57** | **F19.2** | **pF19.2** |
| *K11H12.6* | 15 | 0.04203 | 0.2237 | 0.12983 | 0.0051 | 0.16312 | 0.0014 | 0.11018 | 0.0138 | 0.04206 | 0.2288 | 0.01123 | 0.6776 |
| *K11H12.6* | 25 | 0.08223 | 0.0450 | 0.21679 | 0 | 0.22623 | 0 | 0.10676 | 0.0145 | 0.01819 | 0.5184 | 0.00101 | 0.9632 |
| *C33F10.4* | 15 | 0.01565 | 0.5630 | 0.04711 | 0.1732 | 0.10429 | 0.0124 | 0.10831 | 0.0136 | 0.04307 | 0.1936 | 0.00993 | 0.6903 |
| *C33F10.4* | 25 | 0.00728 | 0.7770 | 0.04554 | 0.1943 | 0.11307 | 0.0108 | 0.11984 | 0.0082 | 0.04957 | 0.1641 | 0.00856 | 0.7447 |

1Probabilities and Fourier scores of each period were calculated by zero-padding two appended biologically independent two-day time-series to 72 time points. Probability values of <0.02 are underlined.

# Supplementary material for: Genome-Wide Analysis of Light- and Temperature-Entrained Circadian Transcripts in Caenorhabditis elegans
**Source:** PLoS Biol. 2010 Oct 12;8(10):e1000503. doi: 10.1371/journal.pbio.1000503
**Supplement:** Table S5 — Transcripts of C. elegans clock genes do not oscillate in a circadian manner. (0.06 MB DOC)

**Supplemental Table 5.** Transcripts of *C. elegans* clock genes do not oscillate in a circadian manner.

| **Probe**  **set** | **Gene** | **Homolog** | **Fourier** | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **LD/DD**  **(6 days)** | | **DD**  **(3 days)** | | **LD**  **(3 days)** | | **WC/CC**  **(6 days)** | | **CC**  **(3 days)** | | **WC**  **(5 days)** | |
| **F24** | **pF24** | **F24** | **pF24** | **F24** | **pF24** | **F24** | **pF24** | **F24** | **pF24** | **F24** | **pF24** |
| 172057_x_at | *aha-1* | Clock / Cycle | 0.249 | 0.008 | 0.232 | 0.040 | 0.311 | 0.013 | 0.132 | 0.098 | 0.018 | 0.868 | 0.212 | 0.036 |
| 172967_x_at | *aha-1* | Clock / Cycle | 0.151 | 0.069 | 0.075 | 0.367 | 0.234 | 0.048 | 0.073 | 0.289 | 0.023 | 0.829 | 0.131 | 0.135 |
| 185562_s_at | *tim-1* | Timeless | 0.129 | 0.103 | 0.074 | 0.550 | 0.246 | 0.070 | 0.032 | 0.586 | 0.006 | 0.939 | 0.055 | 0.445 |
| 189943_at | *atf-2* | Vrille | 0.144 | 0.078 | 0.081 | 0.461 | 0.454 | 0.004 | 0.157 | 0.059 | 0.172 | 0.077 | 0.023 | 0.704 |
| 176596_at | *lin-42* | Period | 0.034 | 0.684 | 0.090 | 0.585 | 0.040 | 0.545 | 0.047 | 0.616 | 0.025 | 0.708 | 0.069 | 0.443 |
| 179896_at | *lin-42* | Period | 0.109 | 0.150 | 0.009 | 0.938 | 0.296 | 0.058 | 0.005 | 0.925 | 0.015 | 0.869 | 0.011 | 0.854 |

How the deposited data were processed for this re-analysis (not part of the article)

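RNA from populations of *C. elegans* was hybridised to Affymetrix *C. elegans* Genome Arrays at hours 2, 6, 10, 14, 18 and 22 of the last day of entrainment (LD at 18°C, or WC at 25°C and 15°C) and at the corresponding hours of the first free-running day (DD or CC). The data used are 95 arrays: 18 LD, 18 DD, 30 WC, 18 CC and 11 from non-entrained controls. They form 3, 3, 5, 3 and 2 time series, and 1 hour of 1 control series is not analysed here. The labels state that 5 arrays each stand for 2 biological replicates.

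The authors derived log2 values with GCRMA in R 2.7.1, expressed each probe set relative to its mean over a time series, and standardised each array to mean 0 and variance 1, so that the deposited values are scores in array SD units. From the scores themselves, LD and DD of series 4 and of series 6, and WC and CC of series 3, 4 and 6, were each centred over both days together. LD series 3, DD series 2, WC series 1 and the controls were centred on their own, and for WC series 2 no such set was found. Expression levels and fold changes cannot be had from the scores, so the filters on level and on fold change that were set down beforehand were not run. Probe sets on an array's floor all share nearly the same score, which was located as the median of the densest 5% of scores. Probe sets within a root mean square distance of 0.1 of this floor over the arrays of a condition were left out (6559 in LD, 6142 in DD, 5206 in WC, 6078 in CC and 5969 in the controls). This filter stands in for the low-level filter, and it was put in after the unfiltered counts and their distance from the paper's counts had been seen. Of 22625 probe sets, 77 array controls were left out. Of the 22548 others, 20766 have 1 gene symbol (17118 genes), 887 have several and 895 have none, and 6711 have IDs ending in _s_at or _x_at. The 1 missing score was left missing in the limma fits.

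Linear models were fitted with limma 3.58.1 in R 4.3.3, per condition, with the time series as a term. The 24-h test is a moderated F test of cosine and sine terms. The light-minus-dark and warm-minus-cold differences contrast hours 2, 6 and 10 with hours 14, 18 and 22. No term was fitted for the population within a series, although the paper describes populations under opposing cycles. Differences of rhythm between LD and DD, WC and CC, LD and controls, and DD and controls are moderated F tests in joint fits. The p values were adjusted by the Benjamini-Hochberg method and called under 0.05. Gene lists were tested on the same contrast with camera, at a preset correlation of 0.01 and also with an estimated correlation, with each gene represented by 1 probe set. Because scores have no level, that probe set was chosen by its ID rather than by its mean, which departs from what had been set down. The 28 lists are cuticle collagens, moulting genes, cytochrome P450 enzymes, UDP-glucuronosyltransferases, glutathione S-transferases, short-chain dehydrogenases, fatty acid desaturases and elongases, fatty acid breakdown, heat shock and chaperones, vitellogenins, oocyte and eggshell genes, sperm genes, zygotic embryo genes, histones, cell cycle and DNA replication, ribosomal proteins, muscle structure, immune effectors, neuropeptides, nuclear hormone receptors, F-box and MATH-BTB genes, vacuolar ATPase, respiratory chain and ATP synthase, proteasome, intestinal proteases (with acid phosphatases and the esterase gene *ges-1*), transthyretin-related genes, guanylyl cyclases and cGMP channels, and clock gene homologs. Their over-representation in 6 categories was tested with Fisher's exact test, two-sided, a comparison added after the data had been seen. That test, also used for the overlaps, treats genes or probe sets as independent. Its p does not measure the spread between series.

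The study's procedure was run with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. A probe set passes with a prescreen p under 0.05, a pF24 under 0.02 over 10000 permutations and a mean AC24 above 0, and for light also with a mean AC24 below 0 between the LD and control days of the same series number. The 2-day AC24 joins days whose series share a number, which leaves 2 light series (4 and 6). With 2 in place of the paper's 3 and without the fold filter, this is not the full procedure of the paper. Peak phases were counted in bins of 4 h. The power at 12, 18, 24 and 36 h was compared with 100 orders of the time points.

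Genes are named by a rule fixed before the data were examined. It takes, per condition, the 10 probe sets with 1 symbol and the largest 24-h amplitude among those that pass and keep the sign of their difference in every series, every gene that the paper names from the arrays (whose values in the paper had been seen), and the 4 members of each list described with the lowest adjusted p. Where fewer than 10 pass, those with the lowest p are named as not passing. Of the 4 members of a list the text names only some, picked after their values had been seen. Members of the study's categories that are named outside this rule were chosen after their values had been seen.

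The procedures were tested on simulated data, drawn from normal errors with the series means and spreads of the real probe sets, to which rhythms of known amplitude and phase were added. At an amplitude of 2 SD, limma recovered 57 of 100 rhythms in LD, 71 in DD, 99 in WC, 61 in CC and 0 in the controls, and at 1 SD 6, 4, 30, 5 and 0. The study's procedure recovered 78 of 100 in LD, 65 in DD, 97 in WC and 74 in CC at 2 SD, with 53, 54, 89 and 63 false calls among 14876 probe sets. That simulation left out the AC24 control and used fewer permutations. The false calls of limma's 24-h test were 4 in LD, 7 in DD, 3 in WC, 3 in CC and 0 in the controls. In the contrast of the phases, a shift of 4 SD was recovered for 97 of 100 probe sets in LD, 98 in DD, 99 in WC, 98 in CC and 13 in the controls.

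The alternatives tried were no filter, other array scalings, a model without the time series, a trend and robust empirical Bayes fit, a 6-level time factor, an added linear trend, leaving out pooled arrays, cross-hybridising probe sets or each series in turn, fewer WC series, and other choices of pF24, permutation, AC24 and AC24 control. A stricter floor distance of 0.2, centring on array medians, WC without series 2 with arrays not standardised, and the AC24 of the paper's tables were chosen after seeing the data.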

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

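Except for the orders of the hours in the 24-h test, the array standardisation and the standing difference between incubators, the tests in this part were chosen after the results were seen.

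In WC, warm-minus-cold differences of 52 probe sets and gene lists were examined for a series that lies apart from the other 4, and 5 exceeded the critical gap of 0.71 of the range, where chance gives about 1 in 20. They are *H25K10.1* in series 1 (0.31), the P450 gene *cyp-13A2* in series 6 (17.43), *lin-42* in series 3 (0.88), the collagen gene *dpy-7* in series 3 (2.41) and *wdr-5.3* in series 2 (1.77).

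The rhythm differed between WC and CC for 611 probe sets (limma) and between LD and DD for 1. Among the named genes with a WC and CC difference are *cyp-37B1* (adjusted p = 0.000426), *T05E7.1* (0.000847), *anmt-3* (0.00165), *cest-1.2* (0.00576), *K05B2.4* (0.00771), *H25K10.1* (0.0121) and *cyp-13A2* (0.0454), all by limma. In 100 orders of the hours, split within each series, a count as large was reached by 1 order for WC and CC (highest other 4) and by 1 for LD and DD (highest other 0), the real order included. Against the controls, the LD difference passed 0 probe sets (1943 at an unadjusted p under 0.05, limma) and all 100 orders gave as many, up to 621, and the DD difference passed 0 (1293 unadjusted) with all 100 orders as large, up to 98. Every order reaches a count of 0, so these 2 comparisons decide nothing about chance. Why some orders call far more probe sets than the real one was not tested.

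In the 24-h test, 1 of 100 orders reached the real count in LD (160, highest other 0) and in WC (1091, highest other 1), and 2 did in CC (2, highest other 2). In DD all 100 did (0, highest other 0), as they must with a count of 0. For the light-minus-dark difference 1 order did in LD (1839), although another order gave 1693. For the contrast of the phases 1 did in WC (666, highest other 0) and in CC (27, highest other 1), and all 100 in DD (0, highest other 0). For the number of gene lists, 2 orders reached the 19 of LD (highest other 19) and 4 the 13 of WC (18), while chance is not excluded for the 14 of DD (7 orders, highest other 18) and the 13 of CC (6 orders, 14). The median of the other orders is 8 lists in LD, 6 in DD, 5 in WC and 8 in CC, so a call of a single list is weak evidence. By the study's procedure, 1 order reached the count in LD (721, highest other 511), DD (348, 346), LD/DD (161, 113) and WC (1961, 1062), 2 in CC (347, 646) and 3 in WC/CC (96, 165). Among the categories, 1 did for LD only (611, 507) and WC only (1874, 1053), 2 for the light-entrained set (347, 356), 3 for the temperature-entrained set (307, 644) and 4 for DD only (186, 266), while for CC only 7 did (211, 607) and chance is not excluded. The orders used in this part mix the early and late hours of a series. They break up a chance difference between the populations that may lie behind these hours, so no count here excludes such a difference. For CC, WC/CC, DD only, CC only and the temperature-entrained set the highest other order lies well above the real count, and the reason was not tested. The 2 calls of the 24-h test in CC are as many as another order gave, and nothing rests on them. The 3 false calls in simulated CC data arose beside planted rhythms, so that number is no measure for 2 calls in all.

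Sperm genes, which the paper does not discuss in WC, swung in opposite directions between series, by -3.60 in WC series 2, 2.35 in series 3 and 3.44 in series 6, with -0.05 in series 1 and -0.27 in series 4, against -0.75 and 0.34 in the controls (medians over probe sets off the floor over all 95 arrays, whereas over the genes kept in the controls these reach -1.71 and 1.17). A temperature phase that moves all series alike is at odds with -3.60 beside 3.44, but these values are the pattern itself and no separate test. Of the P450 and fatty acid breakdown probe sets called without series 2, 82.9% (29 of 35) keep their sign in it. So do 22 of 26 nuclear hormone receptor and 20 of 26 F-box and MATH-BTB probe sets. Genes the paper names for WC also keep it (*cyp-13A5* 5.79, *ceeh-1* 0.78 and 1.97, *acs-2* 0.98 and 3.82, *cyp-35C1* 1.72 and 0.73, *gst-20* -0.73, *acox-1.5* -1.40), but *dpy-7* (-0.30) does not. Among cell cycle probe sets 0 of 8 keep it, with 1 of 7 for oocyte, 0 of 3 for proteasome and 2 of 10 for collagen probe sets. Of all 1700 it is 48.5% (825). The lists go both ways, so hours of series 2 labelled 12 h late stay open. The list falls from the entrained to the free-running day in 5 of 5 series. The changes were -3.32, -1.71 and -2.84 from WC to CC (series 3, 4 and 6) and -0.73 and -0.58 from LD to DD (series 4 and 6). The condition changes between the same days, so a contribution of the animals' age cannot be told apart from it. Nor does this fall test why the series swing apart. A biological difference in age or staging between populations stays open.

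Without a filter, the study's procedure calls 5513 WC-only probe sets in place of 1874. With each array centred on its floor score and no filter it calls 1847, so the authors' standardisation of each array is a candidate source of the added calls. Of the 3639 added probe sets, 0% pass after this centring, but they were set apart by lying near the floor score that is taken off, so a response of these probe sets to temperature is not excluded.

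The light-minus-dark difference of LD is carried into the DD day, with a mean correlation of 0.34 between days of the same series number (2 pairs). Between LD and DD days of different numbers the mean correlation is 0.15 (SD 0.16, 6 pairs, without LD series 3 and DD series 2, which may belong together and correlate at 0.23), so a chance difference between the 2 populations of a series cannot be told apart from a rhythm with so few series. A standing difference between the 2 incubators was tested by the shape of the DD profile, with -0.32 in series 4 and 2.79 in series 6, which go apart and leave it open. An entrained rhythm is the biological explanation and stays open too.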

How the results depend on the processing

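Alternatives were set down before the data were examined, apart from the stricter floor filter, centring on array medians, WC without series 2 with arrays not standardised, and the AC24 of the paper's tables, which were chosen after seeing the data. The filter on level (3 forms) and on fold change could not be run on scores, the phase contrasts already rest on a 6-level time factor, to which a linear trend cannot be added, and with 1 control series they leave no residual degrees of freedom. Over all alternatives 927 results stayed the same, 218 counts or values moved, 19 became stronger, 6 weaker and 4 reversed. Among adjusted p of named genes 1912 stayed on their side of the threshold, 161 lost it, 15 gained it and 0 reversed. These tallies hold many results that a setting could not change, such as CC counts without an LD series (347 in each). They also hold named genes that were not called to begin with, so they overstate how stable the calls are. Of the LD genes named by the rule, calls were kept in 1 of 13 settings (*taf-7.1*) to 5 of 13 (*K10D3.4*, *nhr-43*). The cause of the changes was not tested.

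Without the time series as a term, that is with no replicate block, 24-h rhythms passed in 37 probe sets in LD (160 with it) and 1 in CC (2 with it). With trend and robust empirical Bayes they were 86 in LD and 0 in CC (limma), with 12 for the phase contrast in CC. With the 6-level factor the counts were 0 in LD, 487 in WC, 0 in CC, 0 for LD and DD, 133 for WC and CC, 41 for LD and controls and 35 for DD and controls. With a linear trend they were 0 in LD (587 at an unadjusted p under 0.05), 281 in WC, 0 in CC, 0 for LD and DD, 3 for WC and CC and 1 for LD and controls.

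With arrays not standardised, 0 probe sets passed the 24-h test in LD (3616 unadjusted, limma), 1098 the light-minus-dark difference and 0 the LD and DD difference. The study's procedure gave 463 in LD and 398 LD only, with 1 P450 gene, 65.8% of LD-only and 63% of light-entrained peaks before 12 h, and a permutation p of 0.05 for CC at 24 h. Centring on medians gave 5 rhythms in CC, and 76.7%, 55.9% and 74.2% of peaks before 12 h for CC only, WC only and temperature-entrained. The stricter filter gave 6 rhythms in CC and 2 control lists.

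Without a filter, 24-h rhythms were 0 in LD (4283 unadjusted, limma) and 0 in CC, phase contrasts 939 in LD, 1 in DD and 13 in CC, control lists 9, WC probe sets 5618 and WC-only 5513. Peaks before 12 h were 16.5% for WC only and 47.3% for temperature-entrained. The driven overlap of 98 fell below expectation, and the F24 correlations were -0.05 (LD and WC, kept), 0.05 (called) and -0.32 (DD and CC, kept).

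With the AC24 control left out the procedure gave 1386 in LD, 598 in DD and 322 in LD/DD, with 1182 LD only, 287 DD only and 609 light-entrained, overlaps of 156 and 5, a correlation of -0.51 (LD and WC, called), and 52.6% and 50.2% of LD-only and light-entrained peaks before 12 h. Joining LD series 3 to DD series 2 gave 259 in LD/DD. The AC24 of the paper's tables gave 315 in LD/DD, an overlap of 109 and 53% of LD-only peaks before 12 h.

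With WC series 3, 4 and 6 alone, 1658 rhythms, 2034 phase contrasts and 1019 WC and CC differences passed, with overlaps of 104 and 1 and 41.8% of WC-only peaks before 12 h. Over the 10 sets of 3 series the ranges were 22 to 1658, 3 to 2034 and 220 to 1228, and WC lists fell to 6. Without series 2 and with arrays not standardised the counts were 1971, 2300 and 1199.

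Without the pooled arrays the counts were 2 rhythms in LD and 0 in CC, 598 and 3 phase contrasts, 0 for LD and DD, 468 in LD, 616 in CC and 157 in WC/CC by the procedure, 407 LD only, 397 CC only and 554 temperature-entrained, with 1 LD-only P450 gene, and 52.6% and 46.9% of CC-only and temperature-entrained peaks before 12 h. The DD and CC correlation was then 0.00 over the probe sets kept (-0.025 in the main setting) and -0.72 over those called. Without _s_at and _x_at probe sets, where fewer are tested, they were 66, 706 and 0 rhythms (LD, WC, CC), 988 and 10 phase contrasts (LD, CC), 0 and 352 differences, 6 CC and 1 control lists, 442, 188, 86, 1266, 205 and 62 by the procedure (LD, DD, LD/DD, WC, CC, WC/CC), and 377, 100, 186, 1215, 122 and 184 by category (LD only, DD only, light-entrained, WC only, CC only, temperature-entrained), with 1 LD-only P450 gene and 48.4% of temperature-entrained peaks before 12 h. With an estimated correlation camera called 0 lists in each of LD, DD, WC, CC and the controls (3, 3, 6, 1 and 1 at an unadjusted p under 0.05).

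Ordering each probe set on its own gave a permutation p of 0.0476, the smallest that 21 orders can give, for LD at 36 h, LD/DD at 12 and 36 h, WC at 12 h, CC at 12, 24 and 36 h and WC/CC at 36 h. Appending the series in another order gave at best 0.01 for WC at 36 h.

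Leaving out 1 series gave 0 to 0 rhythms in LD, 344 (without series 6) to 1700 (without 2) in WC and 0 to 4 in CC. Without WC series 3 or 4 the count was 527 or 454. The phase contrast gave 0 (without 6), 19 (without 3) and 933 (without 4) in LD, 0 to 1 in DD, 209 (without 6), 227 (without 4), 228 (without 3) and 2000 (without 2) in WC and 0 (without 4), 2 (without 6) and 17 (without 3) in CC. Differences ranged over 0 to 3 (LD and DD, highest without DD 2), 92 (without CC 6) to 1004 (WC and CC, without WC 2), with 287 without CC 4, 302 without WC 6 and 349 without WC 3, 0 to 1123 (LD and controls, without control 6, and 280 without control 4) and 0 to 668 (DD and controls, without control 6, and 360 without control 4), and lists over 12 (without 3) to 19 in LD and 7 (without 6) to 11 in CC. The procedure gave 163 (without LD 3), 224 (LD 6), 294 (LD 4) and 443 (control 4) to 1065 in LD, 35 (without DD 4) and 144 (DD 6) to 430 in DD, 28 (without DD 4), 87 (LD 4) and 106 (control 4) to 243 (LD 6) in LD/DD, 1164 (without WC 6) and 1229 (WC 4) to 2666 in WC, 97 (without CC 6) and 214 (CC 4) to 547 (CC 3) in CC and 56 (without CC 4) and 57 (CC 6) to 115 in WC/CC. By category the ranges were 148 (without LD 3), 200 (LD 6), 253 (LD 4) and 370 (control 4) to 908 (LD only), 23 (without DD 4) and 58 (DD 6) to 235 (DD only), 51 (without DD 4) and 201 (DD 6) to 466 (light-entrained), 1114 (without WC 6) and 1172 (WC 4) to 2562 (WC only), 66 (without CC 6) to 365 (CC 3) (CC only) and 123 (without CC 6) and 204 (CC 4) to 480 (CC 3) (temperature-entrained). Overlaps were 23 (without LD 3) to 123 and 1 to 8, LD-only P450 genes 0 to 3, and correlations -0.03 (without LD 3, reversed) to 0.08 (LD and WC, kept), -0.49 to -0.14 (called), -0.04 to 0.02 (DD and CC, kept) and -0.71 to -0.40 (called). Peaks before 12 h ranged over 47.8% to 69.6% (LD only), 39% to 49% (WC only), 47.2% to 64.7% (light-entrained), 43.1% to 59.3% (temperature-entrained), 42.5% to 65.2% (DD only) and 40.9% to 65.8% (CC only).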

Differences from the paper's values

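Among the settings named in this part, the AC24 of the paper's tables was chosen after seeing the values. This setting is a rule worked out from those tables and not a set of values taken from them. Its match with the tables is therefore no independent check. The paper's counts also rest on a filter on level and on fold change, which cannot be applied to the deposited scores.

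The paper gives 294 probe sets that pass all criteria over LD and DD, and 161 pass here. Of the alternatives set down before the data were examined, the value lies within 1.5 times the paper's with LD series 3 joined to DD series 2 (259), without the AC24 control (322), without LD series 6 (243) and without control series 6 (228), and in the other 21 it does not. With the AC24 of the paper's tables, chosen after seeing the values, it is 315, and 0 of the paper's 294 probe sets are dropped.

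The paper gives 112 DD-only probe sets, and 186 are found here. Within 1.5 times are arrays not standardised (168), pF24 under 0.01 (151), LD series 3 joined to DD series 2 (128), no _s_at or _x_at probe sets (100), and the fits without DD series 2 (127) or control series 4 (155), and in the other 19 alternatives it is not. With the AC24 of the paper's tables, chosen after seeing the values, it is 140, and 3 of the paper's 112 are dropped. Over the LD-only table the same setting drops 14 of the paper's 775.

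The paper states that none of the 4 clock homologs cycles, whereas *atf-2* passes the study's procedure here in LD (F24 0.454, pF24 0.0042, prescreen p 0.0228) and also stands in the paper's own table of LD-only transcripts. For *lin-42*, *tim-1* and *aha-1* no dataset passes here either. The paper states that LD-driven transcripts peak in both phases in similar numbers, whereas 61.4% peak in the light phase here. This share is 52.6% without the AC24 control, 53% with the AC24 of the paper's tables (chosen after seeing the values), 56.5% without LD series 6, 69.6% without LD series 3 and 47.8% without control series 6. The paper's phases of 2-day probe sets differ from those here by a median of 2.62 h in LD/DD and 2.04 h in WC/CC. The 1-day phases and the F24 scores match over the probe sets compared, which for WC only are 832, a part of the paper's set.

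The paper reports 2 transcripts shared by the entrained sets. Both are shared here too, with 1 more (*pgam-5*). The paper reports enrichment of 12-h periods in WC and of 36-h periods in CC, whereas here the median power at these periods gives a permutation p of 0.15 and 0.07. The paper set the distribution of scores against permuted quantiles, so the median is not the same measure. With each probe set ordered on its own, WC at 12 h and CC at 36 h both pass (permutation p = 0.0476), as do 36-h periods in LD, where the paper finds none.

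The paper reports embryonic development as enriched among LD-only genes, whereas zygotic embryo genes (2 of 37, 1.68 expected) are not. It reports reproductive development as enriched in the temperature-entrained set, whereas oocyte and eggshell genes (1 of 35), sperm genes (0 of 60) and zygotic embryo genes (0 of 38) of the lists used here are not over-represented. The lists are not the terms that the paper used. The average expression column of the paper's tables holds values up to 2365740, and 140 of 775 in the LD-only table exceed 65535, the largest 16-bit value. The natural logarithm of the largest is 14.7, below the 16 that is the log2 of that limit, so the scale of the column is left open. The fold column goes down to 1.45 in the LD/DD table and 1.36 in the WC/CC table (natural logarithms 0.369 and 0.31), below the fold filter of 1.5 if it is a plain ratio.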

Other observations

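The comparisons of lists with categories, the settings of array scaling by medians and the stricter filter were chosen after the results were seen.

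In LD, further lists were higher in the light phase by camera. Transthyretin-related genes (33 genes, 10 up over all probe sets, and 18 up and 1 down adjusted over the list alone, counts given in this order below, *ttr-27* 2.62, SE 0.47) had adjusted p = 1.97e-07, glutathione S-transferases (41 genes, 10 and 16, *gst-29* 1.58, SE 0.34) 5.49e-06, neuropeptides (93 genes, 13 and 13, *flp-10* 1.90, SE 0.29) 5.49e-06, and vacuolar ATPase genes (18 genes, 4 and 6, *vha-5* 1.12, SE 0.15) 3.08e-05. Their medians were above 0 in 3 of 3 series, and with an estimated correlation each had adjusted p = 0.314. Moulting genes (73 genes, 8 and 10, *acn-1* 2.52, SE 0.44, adjusted p = 0.000261, adjusted p = 0.111 with an estimated correlation), cuticle collagens (127 genes, 7 and 7, 0.000261, 0.325), nuclear hormone receptors (171 genes, 12 up and 5 down, 0.000261, 0.314), immune effectors (146 genes, 18 up and 2 down, 2.44e-05, 0.314), intestinal proteases (31 genes, 3 and 4, 0.000348, 0.335), fatty acid desaturases and elongases (14 genes, 0 passing, 0.00128, 0.314), UDP-glucuronosyltransferases (54 genes, 4 and 3, 0.00519, 0.375), fatty acid breakdown (53 genes, 3 and 0, 0.0126, 0.314), short-chain dehydrogenases (29 genes, 4 and 7, 0.0333, 0.359) and the respiratory chain (39 genes, 3 and 3, 0.05, 0.475) were higher too, and oocyte and eggshell genes were lower (34 genes, though the 1 member that passed was higher, 0.000796, 0.413). Of these, moulting genes, immune effectors, fatty acid desaturases and elongases, UDP-glucuronosyltransferases and short-chain dehydrogenases had medians above 0 in 2 of 3 series. Not called in LD were the proteasome (33 genes, 0.0543), heat shock and chaperones (49 genes, 4 up and 9 down, 0.359), vitellogenins (3 genes, 0.671), ribosomal proteins (66 genes, 0.804), F-box and MATH-BTB genes (275 genes, 13 up and 9 down, 0.804), histones (33 genes, 0.962), guanylyl cyclases and cGMP channels (11 genes, 0.83) and clock gene homologs (6 genes, 0.942).

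In DD, 0 members passed over all probe sets in any list (limma). Neuropeptides (96 genes, median 0.53, camera adjusted p = 3.07e-09, adjusted p = 0.125 with an estimated correlation), collagens (123 genes, 0.45, 7.16e-08, 0.302), vacuolar ATPase (18 genes, 0.31, 1.16e-05, 0.287), fatty acid breakdown (54 genes, 0.19, 0.00285, 0.0701), immune effectors (159 genes, 0.13, above 0 in 1 of 3 series, 0.00628, 0.287), UDP-glucuronosyltransferases (53 genes, 0.30, above 0 in 2 of 3 series, 0.0203, 0.573) and glutathione S-transferases (41 genes, 0.18, above 0 in 2 of 3 series, 0.0314, 0.592) were higher in the subjective light phase. The proteasome (33 genes, -0.19, 0.000251, 0.31), zygotic embryo genes (35 genes, -0.37, above 0 in 1 of 3 series, 0.00142, 0.302), oocyte genes (34 genes, -0.14, 0.0121, 0.494) and F-box genes (291 genes, -0.18, above 0 in 1 of 3 series, 0.0203, 0.573) were lower.

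In WC, collagens were called higher in the warm phase (139 genes, adjusted p = 0.000168, 0.641 with an estimated correlation) although only 2 of 5 series medians were above 0. Also called higher were vacuolar ATPase (18 genes, 0.000542, 0.215), muscle structure (27 genes, 0 passing, 0.00238, 0.411), transthyretin-related genes (37 genes, 0.00238, 0.569) and immune effectors (172 genes, 12 up, 0.00305, 0.411). F-box genes (296 genes, 6 up and 9 down, 0.00383, 0.569) and cell cycle genes (24 genes, 0 passing, 0.0159, 0.641) were lower. Series medians were above 0 in 4 of 5 series for muscle structure and transthyretin-related genes, in 3 for immune effectors, and in 1 for F-box and cell cycle genes. Sperm genes were not called (64 genes, 0.101), with series medians from -3.67 to 3.45.

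In CC, histones (33 genes, median 0.21, adjusted p = 0.00187), fatty acid breakdown (55 genes, 0.22, 0.00354), cell cycle (24 genes, 0.19, 0.00474), nuclear hormone receptors (169 genes, 0.13, 0.00561), the proteasome (33 genes, 0.11, 0.017), the respiratory chain (40 genes, 0.12, 0.0206) and zygotic embryo genes (38 genes, 0.29, 0.0206) were higher in the subjective warm phase. Collagens (133 genes, -0.14, 0.00727), transthyretin-related genes (35 genes, -0.19, 0.0166), UDP-glucuronosyltransferases (55 genes, -0.34, 0.0298), P450 genes (59 genes, -0.19, 0.0463) and glutathione S-transferases (39 genes, -0.19, 0.0493) were lower. Medians were above 0 in 2 of 3 series for nuclear hormone receptors, the respiratory chain and zygotic embryo genes, and in 1 of 3 for P450 genes. With an estimated correlation each of these has adjusted p = 0.676. With arrays not standardised 10 lists are called in CC in place of 13.

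After the mean of all series of a condition is taken off, the scores of LD and DD days of the same series number correlate at 0.05 in series 4 and 0.15 in series 6, against -0.10 to 0.07 for other pairings of days, and those of WC and CC at 0.18 in series 3, 0.12 in series 4 and -0.03 in series 6, against -0.13 to 0.13. Of the probe sets that pass the 24-h test without a given WC series, the sign in the series left out is the same for 64% of 1048 (series 1), 48.5% of 1700 (series 2), 81.6% of 527 (series 3), 88.5% of 454 (series 4) and 87.5% of 344 (series 6).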
